# Heterogeneity of murine periosteum progenitors involved in fracture healing

**DOI:** 10.7554/eLife.58534

**Published:** 2021-02-09

**Authors:** Brya G Matthews, Sanja Novak, Francesca V Sbrana, Jessica L Funnell, Ye Cao, Emma J Buckels, Danka Grcevic, Ivo Kalajzic

**Keywords:** fracture, periosteum, skeletal stem cell, pdgfra, alpha smooth muscle actin, osteoblast, Mouse

## Abstract

The periosteum is the major source of cells involved in fracture healing. We sought to characterize progenitor cells and their contribution to bone fracture healing. The periosteum is highly enriched with progenitor cells, including Sca1^+^ cells, fibroblast colony-forming units, and label-retaining cells compared to the endosteum and bone marrow. Using lineage tracing, we demonstrate that alpha smooth muscle actin (αSMA) identifies long-term, slow-cycling, self-renewing osteochondroprogenitors in the adult periosteum that are functionally important for bone formation during fracture healing. In addition, Col2.3CreER-labeled osteoblast cells contribute around 10% of osteoblasts but no chondrocytes in fracture calluses. Most periosteal osteochondroprogenitors following fracture can be targeted by αSMACreER. Previously identified skeletal stem cell populations were common in periosteum but contained high proportions of mature osteoblasts. We have demonstrated that the periosteum is highly enriched with skeletal progenitor cells, and there is heterogeneity in the populations of cells that contribute to mature lineages during periosteal fracture healing.

## Introduction

Bone tissue retains the ability to heal and regenerate throughout life. This process relies on tissue-resident stem and progenitor cells capable of generating new matrix. Until recently, most studies focused on the bone marrow compartment as a source of osteoprogenitors, with respect to their contribution to growth and remodeling, and their potential as a source of cells for regenerative applications. In the bone marrow compartment, it is well established that the endosteal region, as well as regions near trabecular bone surfaces, are highly enriched for stem and progenitor cells, including cells of the mesenchymal or skeletal lineage (Siclari et al., 2013; Morikawa et al., 2009). Skeletal stem cells (SSCs) can be isolated from various bone compartments based on their plastic adherence; however, more recently, numerous markers have been proposed to identify or isolate skeletal progenitors prospectively (Cao et al., 2020).

The skeleton has different requirements for the functionality of tissue-resident progenitors at different life stages. During development, the majority of the skeleton forms through endochondral ossification via a cartilage template, and this process continues during postnatal life at the growth plates. Hypertrophic chondrocytes can give rise to osteoblasts, particularly those in the primary spongiosa and trabecular region, likely via a progenitor intermediate (Wolff and Hartmann, 2019; Yang et al., 2014a; Yang et al., 2014b; Zhou et al., 2014a; Mizuhashi et al., 2018). However, this process is growth-related, and SSC pools must become established in adult tissues by the completion of growth when the growth plate activity reduces dramatically (as in mice) or fuses completely (in humans). Many stem and progenitor markers have been studied primarily during early life. For example, skeletal progenitors expressing Gli1, Gremlin1, and CTGF are prevalent during development and adolescent growth but appear to diminish or disappear in mice over 1 month of age (Shi et al., 2017; Worthley et al., 2015; Wang et al., 2015). Chan and colleagues have reported flow cytometry-based methods for identifying SSCs and downstream bone, cartilage, and stromal progenitors (BCSPs), as well as various other lineage-restricted populations in mice and humans (Chan et al., 2018; Chan et al., 2015). The murine cell surface antigen combinations were validated only in cells isolated from whole neonatal mouse long bones, but have since been applied to various settings in adult systems, including fracture healing (Marecic et al., 2015; Tevlin et al., 2017). Similarly, markers for putative SSCs in humans were identified using fetal tissue, with a focus on the hypertrophic cartilage zone, then applied to adult tissue. Another recent study used similar marker combinations to identify stem cell populations in the periosteum, with the majority of studies performed using very young animals (late embryonic up to P32, many at P6) (Debnath et al., 2018). PDGFRα^+^Sca1^+^ (PαS) cells were characterized in adult animals, and leptin receptor Cre-labeled cells that ultimately give rise to osteoblasts and bone marrow adipocytes do not become established before 2 months of age (Morikawa et al., 2009; Zhou et al., 2014b). These results indicate that stem and progenitor cell populations and markers change at different life stages, meaning that markers identified in neonates or juveniles may not apply to the adult setting.

The periosteum is the tissue surrounding the outer surface of the bone. It is physically separated from the bone marrow compartment and appears to have a much greater regenerative capacity, playing a critical role in fracture healing (Colnot, 2009; Roberts et al., 2015). Periosteum-based healing involves a process similar to endochondral ossification. Following an inflammatory phase, the periosteum expands and forms a callus initially comprised of fibrocartilage in the central area, combined with direct bone formation at the periphery. It has been challenging to identify markers that are specific to the periosteum; however, recent studies have characterized cathepsin K and periostin as markers that are highly enriched in periosteal mesenchymal cells, and alpha smooth muscle actin (αSMA) was shown to enrich Mx1-labeled periosteal cells for progenitors (Debnath et al., 2018; Duchamp de Lageneste et al., 2018; Ortinau et al., 2019). We have previously shown that αSMA identifies a population of growth-related osteoprogenitors in the trabecular region, and cells that contribute to fracture healing in the adult periosteum (Matthews et al., 2014; Grcevic et al., 2012).

In the current study, we have used murine models to characterize the periosteal progenitor populations. We have demonstrated that αSMACreER identifies a subset of long-term osteochondroprogenitors involved in fracture callus formation. In addition, we have evaluated different bone compartments for the expression of stem/progenitor markers, including cell surface profile, SSC, and BCSP populations, and lifespan by label retention assays in different bone compartments, and evaluated growth potential of different periosteal populations ex vivo.

## Results

### In vivo identification of long-term osteochondroprogenitors

In order to identify murine periosteal progenitor populations in vivo, we initially utilized a lineage tracing approach with a tamoxifen-inducible Cre combined with the Ai9 Tomato (Tom) reporter. We have demonstrated that αSMACreER identifies osteoprogenitors in both the periosteum and the bone marrow compartment (Matthews et al., 2014; Grcevic et al., 2012; Matthews et al., 2020). Previously, we delivered tamoxifen at the time of fracture, which potentially labels cells that activate αSMA expression at the time of or shortly after fracture (Mori et al., 2016). In this study, we delivered tamoxifen up to 90 days before fracture to evaluate whether the reporter was identifying long-term progenitor cells. First, we confirmed that αSMA-labeled cells were retained in the periosteum over the experimental time course by both histology (Figure 1A–B) and flow cytometry (Figure 1C). αSMA-labeled cells remained in the periosteum at a similar frequency over the timeframe evaluated and also remained in the endosteum (Figure 1D). In juvenile mice (4–5 weeks old), we see contribution of αSMA^+^ cells from the bone marrow compartment, particularly in the trabecular region, to osteoblasts and osteocytes after 17 days (Figure 1—figure supplement 1A–B; Grcevic et al., 2012). However, 70 days after tamoxifen delivery, osteoblasts are no longer labeled, but some Tom^+ ^osteocytes remain (Figure 1—figure supplement 1C–F). In contrast, when tamoxifen is delivered to sexually mature mice, there is no contribution to osteoblasts in trabecular bone up to 100 days after tamoxifen (Figure 1—figure supplement 2).

**Figure 1.**
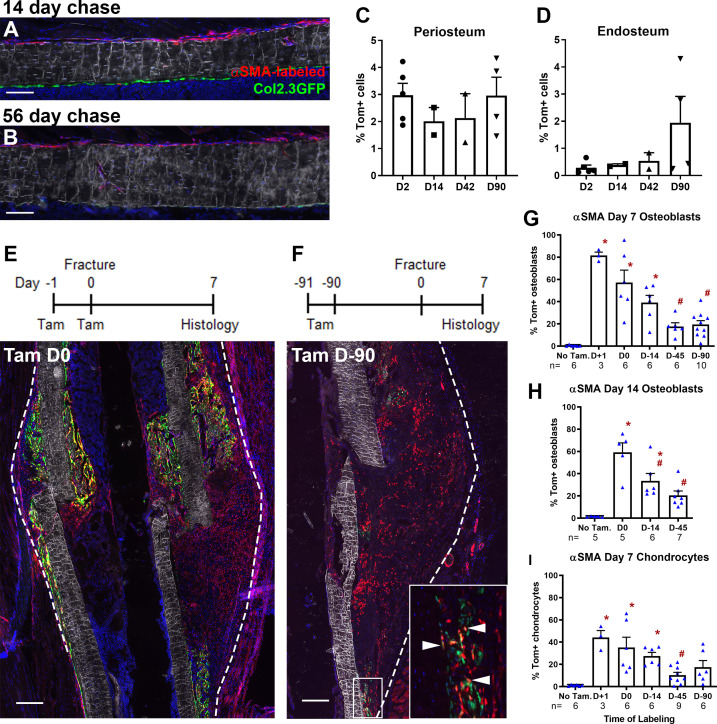
Alpha smooth muscle actin (αSMA) identifies long-term progenitor cells in the periosteum. Representative images of tibia mid-shaft periosteum: (**A**) 14 days or (**B**) 56 days after tamoxifen with the periosteal surface near the top and endosteal surface near the bottom of the image. Percentage of αSMA-labeled (Tom^+^) cells within the CD45^-^ population at different time points in (**C**) periosteum and (**D**) endosteum as measured by flow cytometry (n = 2–5). Fracture histology of representative day 7 tibial fracture calluses in different groups. Diagrams indicate the experimental design. (**E**) αSMA-labeled with tamoxifen (Tam) at day −1, 0; (**F**) αSMA-labeled with tamoxifen at day −91, –90. Quantification of Col2.3GFP^+^ osteoblasts derived from αSMA-labeled cells in the fracture callus based on image analysis (Tom^+^GFP^+^ cells/GFP^+^ cells) in (**G**) day 7 fracture callus and (**H**) day 14 fracture callus at different times after tamoxifen administration. (**I**) Quantification of Sox9^+^ chondrocytes derived from αSMA-labeled cells in day 7 fracture callus. All images show mineralized bone by dark field (gray) and DAPI^+^ nuclei in blue. Scale bars are 100 µm (**A, B**) or 250 µm (**E–F**). In F, the boxed area is magnified and αSMA-labeled osteoblasts as quantified in G-H are indicated with arrowheads. Approximate callus area used for analysis is indicated by the dashed lines in E-F, cortical bone surface defines the inner boundary. *p<0.05 compared to no tamoxifen control with ANOVA followed by Dunnett’s posttest. ^#^p<0.05 compared to tamoxifen day 0 group. Figure 1—source data 1.Image analysis processed data and statistical analysis tables (from Graphpad Prism) for graphs in Figure 1G–I and supplement 3B-C.

**Figure 1—figure supplement 1.**
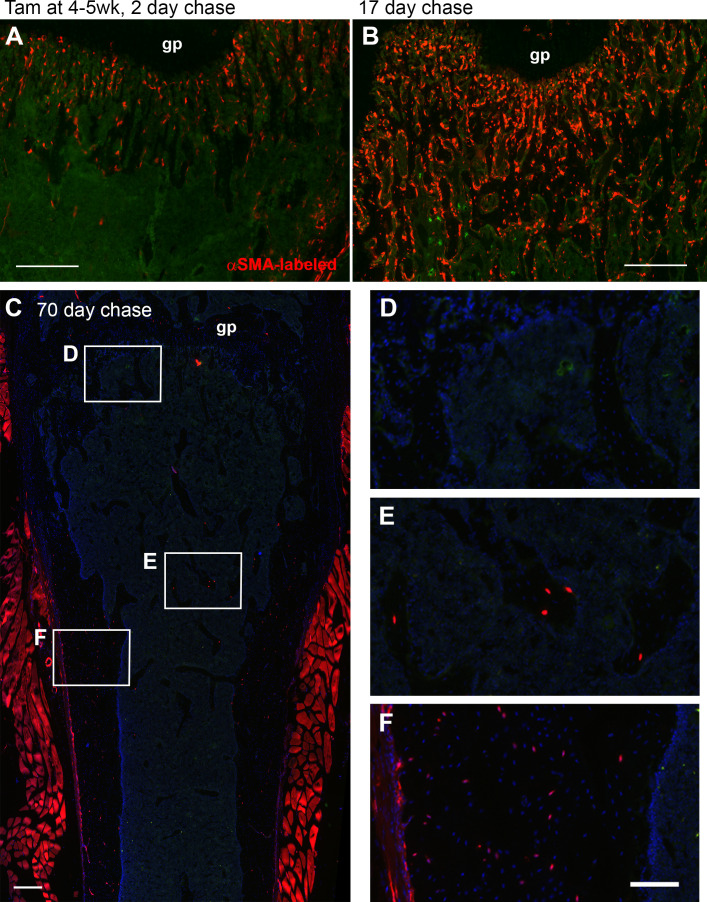
Alpha smooth muscle actin (αSMA) lineage tracing in the bone marrow compartment of juvenile mice. Lineage tracing in the distal femur of αSMACreER/Ai9 mice at different time points after tamoxifen treatment at 4–5 weeks of age. (**A**) and (**B**) are replicates of data shown in Grcevic et al., 2012. Both show background signal in bone marrow in green and (**C–F**) have DAPI staining in blue. After 17 days, many osteoblasts and osteocytes in trabeculae are labeled, but at day 70 magnified areas show that few labeled cells are present in the primary spongiosa (**D**), but labeled osteocytes are retained in more proximal trabeculae (**E**) and in some cortical regions (**F**). Muscle is labeled due to targeting of some satellite cells by αSMACreER (Matthews et al., 2016). Scale bars are 250 µm (**A–C**) and 100 µm (**D–F**). gp, growth plate.

**Figure 1—figure supplement 2.**
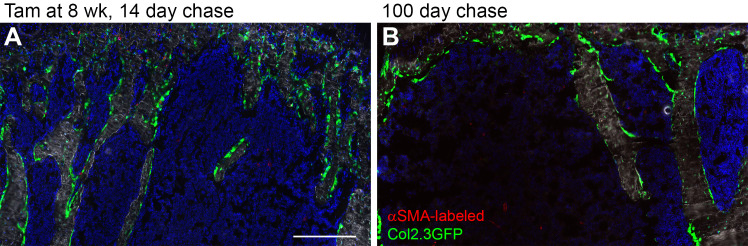
Alpha smooth muscle actin (αSMA) lineage tracing in the bone marrow compartment of adult mice. Proximal tibia trabecular histology in αSMACreER/Ai9/Col2.3GFP mice 14 (**A**) and 100 days (**B**) after tamoxifen treatment during adulthood (at least 8 weeks of age). Note that there are few red cells and almost no contribution to osteoblasts or osteocytes. Scale bars are 250 µm. gp, growth plate.

**Figure 1—figure supplement 3.**
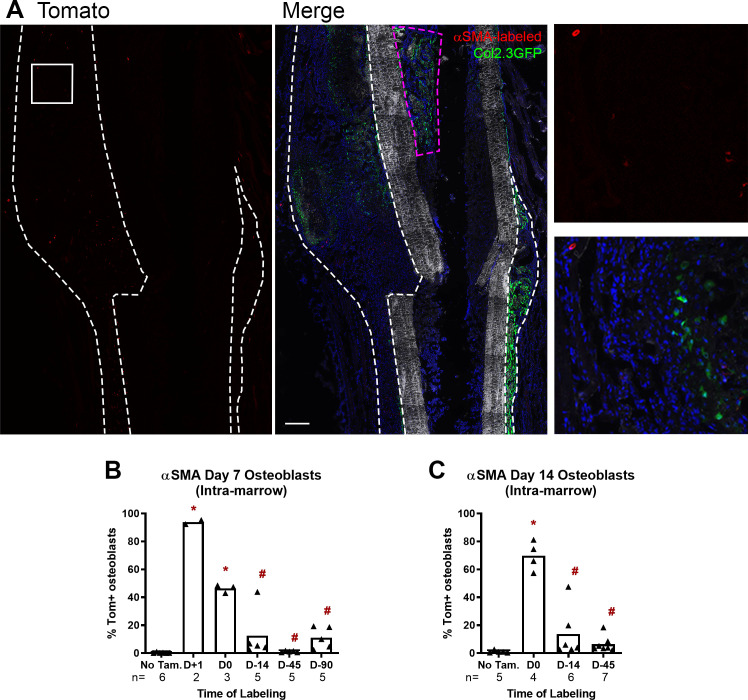
Minimal αSMACreER leakiness in fracture callus and contribution to endosteal bone formation. (**A**) Fracture histology of representative day 7 callus in an αSMACreER/Ai9/Col2.3GFP mouse never exposed to tamoxifen showing the red channel only and merged image. The magnified images show the boxed area. A small number of red cells are visible; however, very few colocalize with Col2.3GFP. Images show mineralized bone by dark field (gray) and DAPI^+^ nuclei in blue. Callus area is outlined by white dashed lines. Scale bar is 250 µm. (**B**) Contribution of αSMA-labeled cells to new Col2.3GFP^+^ osteoblasts in the bone marrow compartment (as indicated by pink box in A) in day 7 fractures and (**C**) in day 14 fractures. *p<0.05 compared to no tamoxifen control with ANOVA followed by Dunnett’s posttest. ^#^p<0.05 compared to tamoxifen day 0 group. αSMA, alpha smooth muscle actin.

Following tibial fracture, αSMA-labeled cells made substantial contributions to fracture callus osteoblasts and chondrocytes (Figure 1E–I). Very few Tom^+^ cells were present or contributed to mature cell types in the absence of tamoxifen (Figure 1G–I, Figure 1—figure supplement 3A). Most fracture callus osteoblasts are derived from cells that expressed αSMA at some point in their lineage, with 81.5% derived from αSMA^+^ cells labeled just after fracture. A smaller population of osteoblasts were derived from long-term αSMA-labeled progenitors (around 20%, Figure 1G–H). The contribution of αSMA-labeled cells was similar in both the initial intramembranous bone formation in the day 7 callus and the more fully mineralized day 14 callus. Contribution to chondrocytes showed a very similar trend based on the timing of tamoxifen; however, the proportion of Tom^+^ chondrocytes was always lower (Figure 1I). Following the pin insertion and fracture, bone formation also occurs inside the marrow compartment, particularly in the proximal diaphysis surrounding the pin over 1 mm from the fracture site (Figure 1—figure supplement 3). αSMA-labeled cells labeled at the time of fracture make a major contribution to newly formed osteoblasts in the marrow compartment; however, there was lower contribution at the later time points suggesting that αSMA identifies long-term injury-responsive osteochondroprogenitors in the periosteum but does not consistently label long-term injury-responsive cells in the bone marrow compartment.

### Putative mesenchymal stem cell markers are enriched in periosteum

We performed further characterization of cell populations in the periosteum, first, to evaluate surface profile using putative mesenchymal stem cell or SSC markers and their corresponding growth potential and, second, to characterize αSMA-labeled cell marker expression. There are numerous markers for SSCs and progenitor cells reported in the literature; however, many have not been evaluated systematically in different tissue compartments. We evaluated the expression of several cell surface markers in periosteum, endosteum, and bone marrow of adult mice (Figure 2A, Figure 2—figure supplement 1). All stains included a CD45/CD31/Ter119 cocktail to exclude hematopoietic and endothelial cells and select for mesenchymal lineages (termed CD45^-^ population). We confirmed that the freshly isolated CD45^+^ population was unable to form fibroblast colony-forming units (CFU-F) or any type of colonies in the CFU-F assay. The CD45^-^ population in periosteum was highly enriched with most of the markers evaluated compared to both endosteum and bone marrow (Figure 2A). Sca1, PDGFRα, and PDGFRβ were abundant in periosteum, but expressed on <2% CD45^-^ endosteal and bone marrow cells. The only marker that did not follow this trend was CD105, which was consistently present on the majority of endosteal and bone marrow CD45^-^ cells. Various marker combinations that have previously been used to identify stem cells such as Sca1/PDGFRα or Sca1/CD51 were easily identifiable in periosteum but very rare in the endosteum or bone marrow (Figure 2—figure supplement 1). The CD45^-^ periosteal population formed around 20× more CFU-F than the CD45^-^ endosteal population, suggesting functional enrichment of stem and progenitor cells (Figure 2B). This is in agreement with Duchamp de Lageneste et al. (Duchamp de Lageneste et al., 2018) who used a different method to isolate periosteal cells. We went on to evaluate the expansion and differentiation potential of selected periosteal populations independently of αSMA expression using in vitro assays. CFU-F formation was restricted to CD51^+^ cells, and most enriched in Sca1^+^ CD51^+^ cells (Figure 2—figure supplement 2A). CD90^+^ cells also showed high CFU-F potential, whereas CD105^+^ cells, which are almost exclusively CD90^-^, formed few or no colonies. Sca1^+^ CD51^+^ cells showed the ability to differentiate toward osteogenic (ALP^+^) and adipogenic (Oil Red O^+^) lineages, in many cases within a single colony (Figure 2—figure supplement 2B-C). Similar results were obtained for the CD90^+^ population. Sca1^-^ CD51^+^ cells and CD90^-^ CD105^-^ cells efficiently activated ALP but never differentiated into adipocytes. This suggests that in addition to including some mature osteoblasts, these populations contain committed osteoprogenitors that remain capable of density-independent growth. All these populations contained a small proportion of αSMA-labeled cells, with the highest frequency of αSMA-labeled cells in the CD90^_+_^ population (Figure 2—figure supplement 2D).

**Figure 2.**
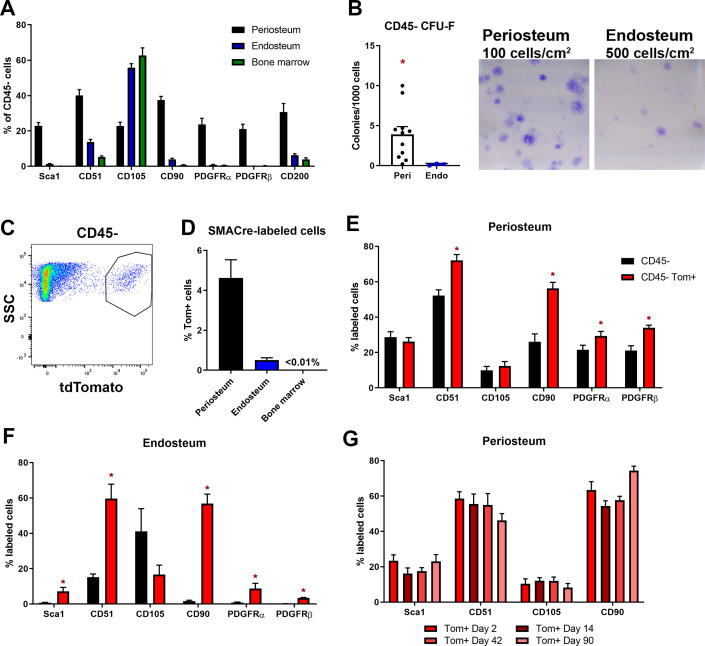
Mesenchymal stem cell markers are enriched in periosteum. Flow cytometry and cell sorting was used to evaluate marker expression in tissue from adult long bones. (**A**) Expression of cell surface markers in periosteum, endosteum, and bone marrow samples as a percentage of the CD45/Ter119/CD31^-^ fraction, n = 4–50. Expression in periosteum is significantly different from both bone marrow and endosteum for all markers (two-way ANOVA with posttest comparing cell types). (**B**) Colony-forming unit fibroblast (CFU-F) formation in the total CD45/Ter119/CD31^-^ fraction. (**C**) Representative dot plot showing gating of alpha smooth muscle actin (αSMA)-labeled cells. (**D**) Proportion of αSMA-labeled cells within the CD45/Ter119/CD31^-^ gate 2–3 days after tamoxifen in different tissue compartments (n = 17). Cell surface marker expression in the Tom^+^ population 2–3 days after tamoxifen in (**E**) periosteum and (**F**) endosteum (n = 4–17). (**G**) Cell surface profile of αSMA-labeled periosteum cells at different time points (n = 2–7). *p<0.05 compared to CD45^-^ population. Figure 2—source data 1.Data tables and statistical analysis tables (from Graphpad Prism) for graphs shown in Figure 2 and figure supplement 2.

**Figure 2—figure supplement 1.**
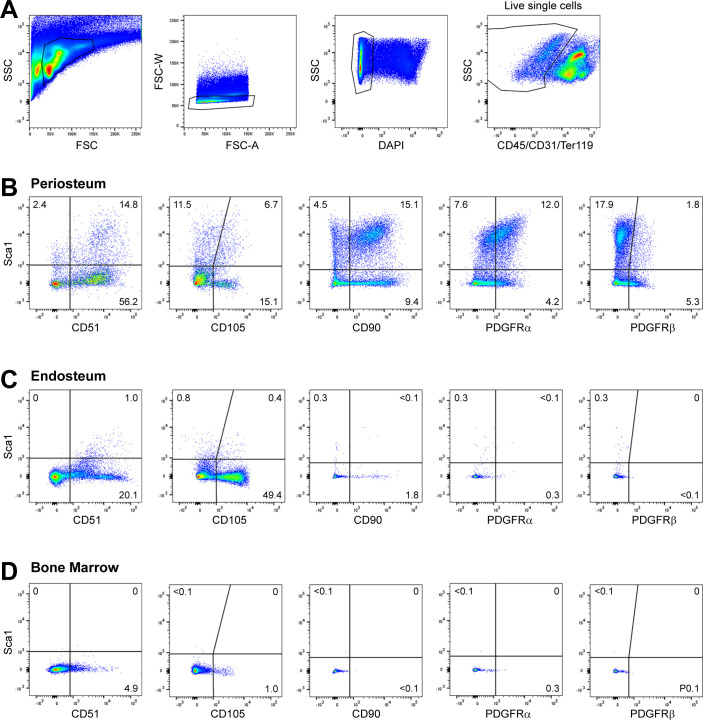
Flow cytometry plots of mesenchymal progenitor marker expression. Representative plots showing (**A**) the initial gating scheme to enable analysis of CD45/CD31/Ter119^-^ mesenchymal cell populations in periosteum and expression of indicated markers in (**B**) periosteum, (**C**) endosteum, and (**D**) bone marrow of representative samples in relation to Sca1. Quadrant percentages are specific to the sample that is shown. The periosteum, endosteum, and bone marrow samples in each column come from the same sample (obtained from two animals). FSC, forward scatter; SSC, side scatter.

**Figure 2—figure supplement 2.**
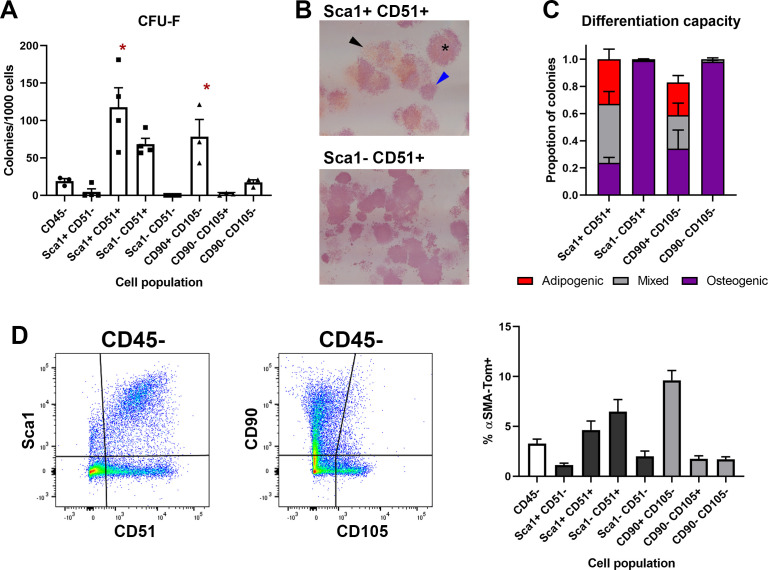
Sca1^+^CD51^+^ and CD90^+^ periosteal mesenchymal cells are enriched for multipotent progenitor cells. (**A**) Colony-forming unit fibroblast (CFU-F) formation of different CD45^-^ periosteal populations (n = 3–4). *p<0.05 compared to total CD45^-^ based on one-way ANOVA with Dunnett’s posttest. (**B**) Differentiation potential of cell populations grown in mixed osteogenic adipogenic conditions. Pink is ALP stain, red is Oil Red O, colonies indicated show osteogenic only (blue arrowhead), adipogenic only (black arrowhead), and mixed (*) colonies. (**C**) Quantification of colony differentiation from different populations. (**D**) Dot plots indicating different populations sorted and analyzed and percentage of αSMA^+^ cells (Tom^+^ cells 2–3 days after tamoxifen injection) within each of the CD45^-^ cell populations indicated (n = 10–16).

We next performed further characterization of αSMA-labeled cells in the absence of injury. By flow cytometry, we confirmed that αSMA^+^ cells were much more prevalent in periosteum compared to endosteum and bone marrow in adult mice (Figure 2C–D), although they were rarer than the other markers we analyzed. We evaluated expression of various markers in the αSMA^+^ population. The majority of αSMA-labeled cells in the periosteum and endosteum express CD51 and CD90 (Figure 2E–F). The other markers tested were expressed in smaller subsets of αSMA-labeled cells, indicating there is heterogeneity within the labeled population. We next evaluated whether the prevalence of any of these markers in the αSMA-labeled population changed over time since labeling. We did not detect differences in the level of expression of any of the markers evaluated individually or in various combinations at different times after tamoxifen, suggesting that additional markers may be required to define the heterogeneity and phenotype of these cells (Figure 2G).

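In αSMACreER/Ai9 mice, tamoxifen activates Cre recombinase in αSMA-expressing cells, which switches on the red Tomato reporter in these cells and their descendants. Tomato+ cells were sorted from pools of 2 to 3 female mice at 2 days, 6 weeks and 13 weeks after tamoxifen, with 1 cell per well. Tamoxifen was given in 2 doses of 75 mg/kg. The sample labels give the chase times as 2, 43 and 96 days and the ages of the mice as 10.3, 14.4 and 20.1 weeks. The 2-day and 6-week cells came from αSMACreER/Ai9/Col2.3GFP mice. The 13-week cells came from H2B-GFP/αSMACreER/Ai9 mice, which had also received doxycycline (dox) for 5 weeks, from postnatal day 10 according to the paper and day 11 according to the labels. By these ages and chase times, the 13-week mice were younger at tamoxifen than the 2-day mice. Strain, age, age at tamoxifen and chase time cannot be told apart at 13 weeks. The 2-day and 13-week cells were processed on a shared plate (the mixed plate) and the 6-week cells on another, so that only 2 days and 13 weeks can be compared within a plate. In this plate-based form of Drop-seq, each well has its own cell barcode and each captured transcript receives a unique molecular identifier (UMI), so that copies made by PCR are counted once. The authors aligned the reads to the mouse genome mm10 with STAR, counted them with Drop-seq tools, and deposited a table of UMI counts and a table of read counts per gene and well for each plate, without normalization. All wells together held 173799 UMIs at 2 days, 161230 at 6 weeks and 127457 at 13 weeks, from 867006, 1216069 and 681471 reads. Cells with at least 200 genes were kept, and their UMI counts were scaled to 10000 per cell and transformed as ln(1 + x). The 900 genes with the highest dispersion among those seen in 3 or more cells gave 50 principal components and a graph of 20 nearest neighbors, which was clustered with the Leiden algorithm. The gene minimum, the number of variable genes and the number of neighbors are those in the paper's methods, and the remaining settings are scanpy defaults. No cells were removed as doublets. Each time point is 1 pool of mice, so there were no replicates and no test between time points was possible. The intervals given are exact 95% intervals (Clopper-Pearson for shares of cells, Poisson for sums of UMIs) and cover counting error only. Shares of cells with a UMI of a gene are given after thinning each cell at random to 300 UMIs, because deeper cells show more genes, and before thinning. Thinning left out 6 cells at 2 days, 7 at 6 weeks and 7 at 13 weeks that had fewer UMIs. Gene positions are those of the mouse genome GRCm38 (mm10) in GENCODE release M21, since the paper's text gives a versioned mm10 reference and no release of a gene annotation.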

To further evaluate heterogeneity, we performed plate-based single cell RNAseq analysis on αSMA-labeled periosteal cells isolated at different time points after tamoxifen administration (Figure 3). 

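Of the 192 wells assigned to 2 days, the 216 assigned to 6 weeks and the 192 assigned to 13 weeks, 0, 6 and 1 held no UMI. The minimum of 200 genes, counted on UMIs, left 181 cells at 2 days, 189 at 6 weeks and 133 at 13 weeks, a total of 503 cells. These cells held 171209, 156763 and 117824 UMIs. A minimum of 100 genes left 191, 210 and 170 cells, and a minimum of 300 genes left 145, 146 and 105 cells.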

We obtained data from 185 cells from 2 days after tamoxifen, 197 cells from 6 weeks, and 147 cells from 13 weeks after tamoxifen. 

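Over the 503 cells that passed the gene minimum, the median was 727 UMIs per cell (range 246 to 3928) and 469 genes per cell (range 201 to 2122). The median UMI number per cell was 795 at 2 days, 672 at 6 weeks and 726 at 13 weeks, and the median gene number was 498, 451 and 441. Mitochondrial transcripts made up a median of 5.83% of the UMIs of a cell at 2 days, 3.59% at 6 weeks and 6.93% at 13 weeks. The 6-week plate was sequenced more deeply per molecule, with 7.54 reads per UMI compared with 4.99 at 2 days and 5.35 at 13 weeks.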

The median unique molecular identifier (UMI) number was 697, and the median number of expressed genes was 449 (Figure 3—figure supplement 1). 

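In the cells that passed the gene minimum, 16150 genes had at least 1 UMI, and 11464 of them had a UMI in 3 or more cells. Only 1094 genes were detected in at least 10% of cells, 78 were detected in at least 50% of cells, and 90 averaged 1 or more UMI per cell. Where a gene was detected in a cell, it was represented by exactly 1 UMI in 81.3% of cases.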

Since expression levels for the majority of genes were low in this study, we restricted our analysis to basic clustering studies. 

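The paper's text does not state the resolution of the clustering, so resolutions from 0.05 to 2 in steps of 0.05 were tried. None gave 4 clusters. Resolutions from 0.25 to 0.4 gave 3 clusters and those from 0.45 to 0.65 gave 5, and the values here use 0.45. The 5 clusters were not the same throughout. At 0.55, 0.6 and 0.65 the 17 cells of cluster 4 were part of a cluster of 81 cells. The counts 3 and 5 are equally near to 4. The solution with 5 clusters was taken because the paper's numbering needs at least 4, and this was decided after both solutions had been seen. The 5 clusters held 194, 174, 108, 17 and 10 cells. They were numbered by their mean expression of the marker genes in Figure 3—source data 1, so that clusters 1 to 4 stand for the paper's clusters, while cluster 5 is a group of 10 cells with no counterpart in the paper. Because the names are rebuilt, their cells may differ from those of the paper's clusters. Among the alternatives, the default resolution of 1 changed the number of clusters most, to 8. The median UMI number per cell was 801.5 in cluster 1, 733 in cluster 2, 612.5 in cluster 3, 411 in cluster 4 and 1341 in cluster 5. An area under the receiver operating characteristics curve (AUROC) over 0.7 was reached by 4 genes in cluster 1, 16 in cluster 2, 7 in cluster 3, 55 in cluster 4 and 99 in cluster 5. A gene used for clustering separates the clusters by construction. With the UMIs of each cell split at random into 2 parts, 1 for clustering and the other for measuring, 0 genes passed in cluster 1, 11 in cluster 2 and 4 in cluster 3. Of the 51 marker genes listed in Figure 3—source data 1, 48 had an AUROC over 0.7 in the same cluster here, with a median absolute difference in AUROC of 0.0332.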

Clustering using the Leiden community detection algorithm generated four clusters from the αSMA-labeled cells, confirming heterogeneity in this population (Figure 3A, Figure 3—figure supplement 2; Traag et al., 2019). Clusters 1–3 are similar and appear to represent mainly periosteal populations. 

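Marker sets of cell types were compared over pooled UMIs. Genes of fibroblasts or progenitors (such as Ly6a, Gsn, Dcn and Col3a1) made up 299 of 10000 UMIs in cluster 1, 185 in cluster 2 and 40.5 in cluster 3, compared with 36.4 in cluster 4. The tendon or fibrous set (such as Tnmd, Fmod and Thbs4) reached 28.3, 340 and 12.6 per 10000 in clusters 1 to 3, and the perivascular set (such as Rgs5, Pdgfrb and Acta2) reached 10.1, 12.0 and 143. By these sets cluster 2 was tendon or fibrous-like, with 3 tendon or fibrous genes among its 10 leading genes by fold. Clusters 1 and 3 were left unnamed, because the leading genes by fold of cluster 1 included 2 muscle satellite cell genes (Pax7 and Cdh15) and those of cluster 3 included 3 endothelial genes beside 1 perivascular gene. The leading genes of cluster 3 also included 3 red blood cell genes, which rest on 3 cells with over 100 hemoglobin UMIs each. Without these cells the hemoglobin genes fell from 131 to 1.62 of 10000 UMIs in cluster 3, and its 10 leading genes included 4 endothelial, 2 perivascular and 0 red blood cell genes. Few cells of clusters 1 to 3 held a UMI of the immune set (9.28%, 8.62% and 9.26%) or the Schwann cell set (1.03%, 1.72% and 0.926%). A UMI of the chondrocyte set was found in 12.9%, 35.6% and 5.56% of the cells, where Comp is also in the tendon or fibrous set.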

Cluster 4 is quite separate from the rest and appears to be derived from muscle contamination, expressing markers such as skeletal muscle actin, *Acta1*, and myoglobin, *Mb* (Figure 3—figure supplement 2B). 

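Acta1 lies on chromosome 8 from 123891769 to 123894751 and Mb on chromosome 15 from 77015487 to 77050670, both on the minus strand. Of the 17 cells of cluster 4, 100% (80.5 to 100) held an Acta1 UMI before thinning and 92.9% at 300 UMIs, where 14 of the cells remained. In clusters 1, 2 and 3, Acta1 was found in 13.9%, 9.77% and 6.48% of cells before thinning and in 7.03%, 4.65% and 2.94% at 300 UMIs. Pooled over cells, Acta1 reached 235 per 10000 UMIs in cluster 4 and 1.33 in clusters 1 to 3. An Mb UMI was found in 82.4% (56.6 to 96.2) of cluster 4 cells and 71.4% at 300 UMIs, compared with 2.16%, 4.07% and 1.96% of cells of clusters 1, 2 and 3 at 300 UMIs. Its pooled level was 171 and 0.737 per 10000 UMIs. The AUROC was 0.999 for Acta1 and 0.905 for Mb. The 12 genes of the skeletal muscle set together made up 1032 of 10000 UMIs of cluster 4, and 4 of them were among its 10 leading genes by fold, so that the cluster was skeletal muscle-like. The shallow depth of these cells limits what can be seen in them besides these abundant transcripts. Under 11 of the 26 alternatives with a value, including graphs of 30 neighbors and genes scaled to unit variance, no cluster matched cluster 4.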

We have previously demonstrated that αSMA labels a subset of muscle satellite cells that go on to generate myofibers in both juvenile and adult animals (Matthews et al., 2016). 

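By time point, cluster 4 held 1 cell at 2 days, 10 at 6 weeks and 6 at 13 weeks. These were 0.552% (0.0140 to 3.04) of the cells kept at 2 days, 5.29% (2.57 to 9.51) at 6 weeks and 4.51% (1.67 to 9.56) at 13 weeks. The difference from 2 days was 4.74 percentage points (1.05 to 9.00) at 6 weeks, on the other plate, and 3.96 points (0.185 to 9.04) at 13 weeks. On read counts in place of UMI counts, the cluster held 24 cells, 1 of them from 2 days.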

Notably, of the 26 cells in this cluster, only one was from the day 2 chase group, consistent with the differentiation of αSMA^+^ satellite cells into mature muscle lineage cells over time.

**Figure 3.**
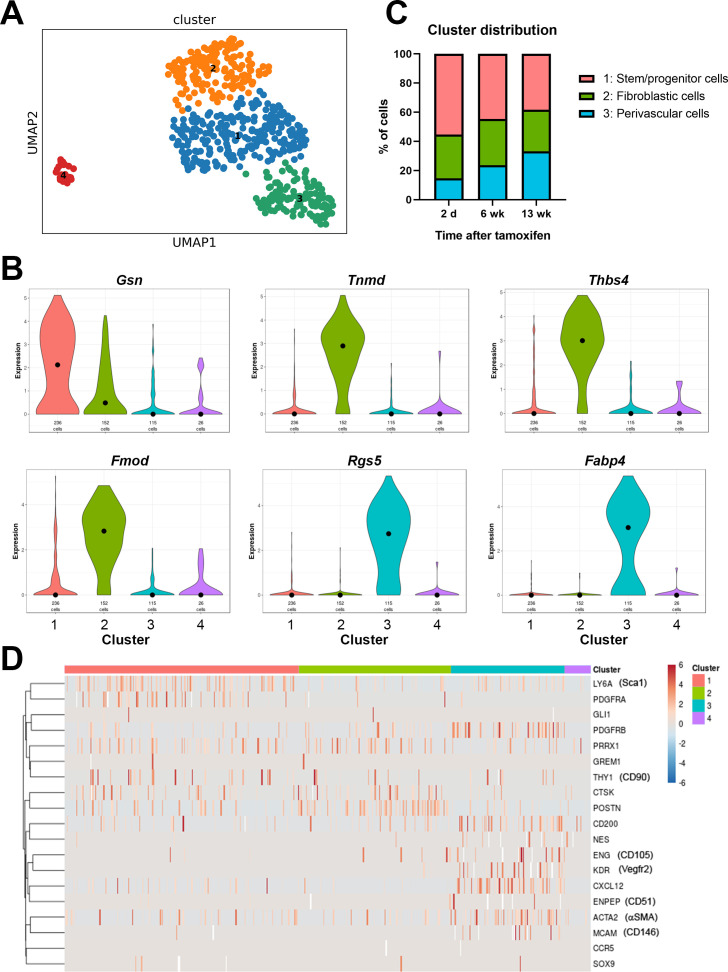
Single cell RNAseq analysis of αSMA-Tom^+^ cells. Plate-based RNAseq was performed on alpha smooth muscle actin (αSMA)-Tom^+^ cells at up to 13 weeks after tamoxifen delivery. (**A**) UMAP cluster plot indicating four clusters. (**B**) Violin plots of top markers for clusters 1–3. (**C**) Distribution of cells in clusters 1–3 at different time points following tamoxifen. (**D**) Heat map of expression of putative skeletal stem and periosteal progenitor markers. Figure 3—source data 1.scRNAseq cluster makers with AUROC values >0.7.

**Figure 3—figure supplement 1.**
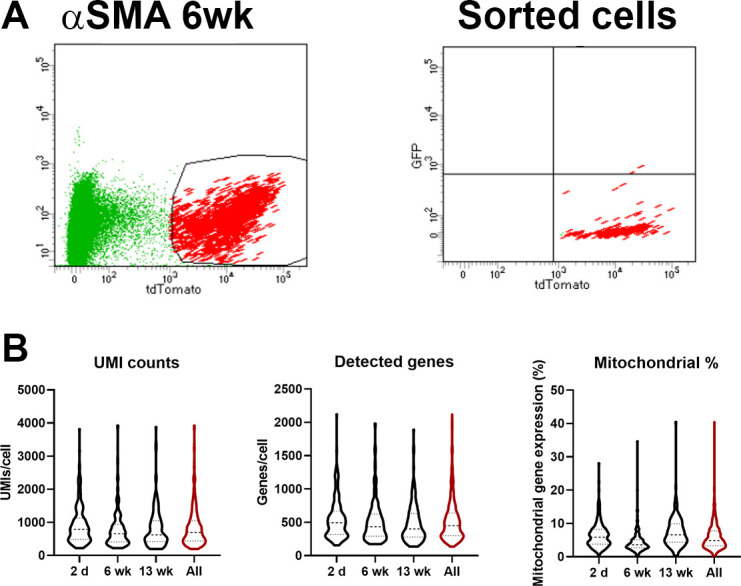
Quality control data for single-cell RNAseq dataset. (**A**) Gating for cell sorting of the 6-week chase cells. (**B**) Violin plots showing summary data for unique molecular identifier (UMI) counts, number of genes detected, and proportion of mitochondrial transcripts within the dataset.

**Figure 3—figure supplement 2.**
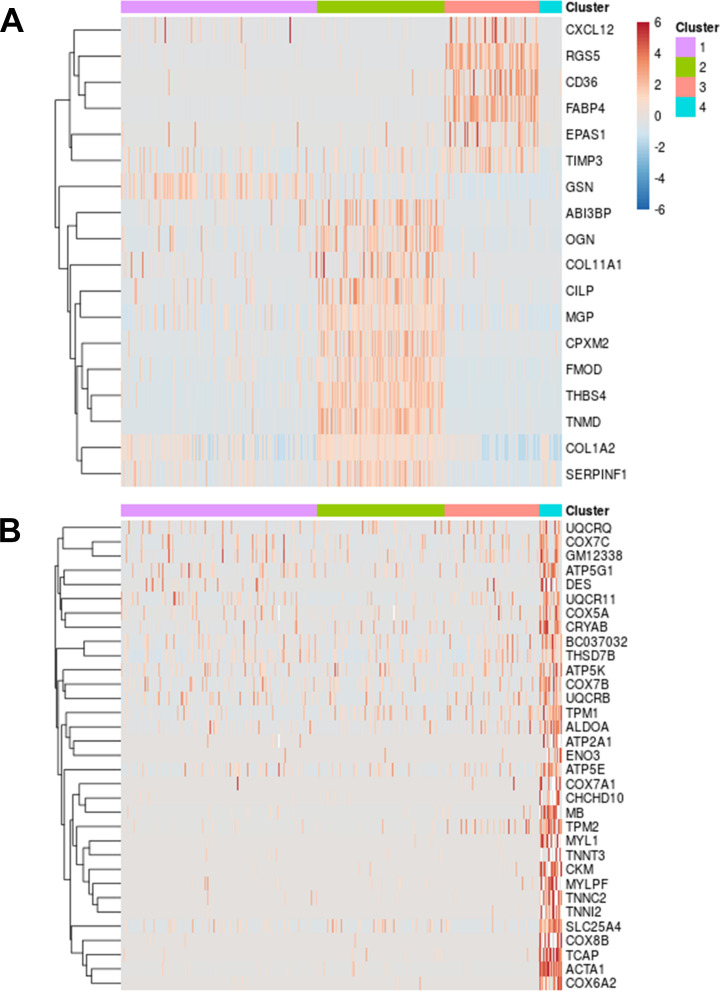
Heat maps of cluster markers. Heat map indicating expression of cluster markers with area under the receiver operating characteristics curve (AUROC) values >0.7 for (**A**) clusters 1–3 which appear to be periosteal populations and (**B**) cluster 4 which shows expression of skeletal muscle lineage genes.

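Rgs5 lies on chromosome 1 from 169655501 to 169695813, Pdgfrb, which encodes PDGFRβ, on chromosome 18 from 61045150 to 61085061, and Acta2, which encodes αSMA, on chromosome 19 from 34241090 to 34255590. At 300 UMIs, with 185, 172 and 102 cells of clusters 1, 2 and 3 remaining, Rgs5 was detected in 69.6% (59.7 to 78.3) of cluster 3 cells and in 4.32% and 4.65% of the cells of clusters 1 and 2. Before thinning, these shares were 85.2%, 7.22% and 6.90%. Clusters 1 and 2 give the level that Rgs5 reaches outside cluster 3, in cells that were deeper on average. The choice of 2000 variable genes moved the cluster 3 share most among the clustering alternatives, to 41.7%. Pdgfrb was detected in 25.5% (17.4 to 35.1) of cluster 3 cells at 300 UMIs and in 4.32% and 8.14% of the cells of clusters 1 and 2 (38.9%, 14.4% and 20.7% before thinning). For Acta2 the share was 26.5% (18.2 to 36.1) in cluster 3 and 6.49% and 5.23% in clusters 1 and 2 (42.6%, 13.9% and 14.9% before thinning). For these 3 genes the interval of cluster 3 lay above those of clusters 1 and 2. Besides the seeds, this held under all 26 alternatives for Rgs5, under 19 for Acta2 and under 14 for Pdgfrb. On read counts, Acta2 was detected in 4.48% of cluster 3 cells, compared with 8.06% and 4.94% in clusters 1 and 2. There, cells were thinned to 300 reads, which can stand for fewer molecules than 300 UMIs. With 2000 variable genes, Pdgfrb was detected in 13.9%, compared with 6.72% and 9.46%. The AUROC of Rgs5 in cluster 3 was 0.909, and 0.801 when clusters and levels were taken from separate parts of the UMIs.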

Cluster 3 is characterized by expression of a number of pericyte markers, including *Rgs5*, and frequent expression of PDGFRβ and αSMA. They also frequently express *Cxcl12*, which is a marker of bone marrow resident reticular cells, and *Fabp4*, which is known as an adipocyte lineage marker (Figure 3B, Figure 3—figure supplement 2A). 

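Cxcl12 (chromosome 6, 117168535 to 117181367) was detected in 28.4% (19.9 to 38.2) of cluster 3 cells at 300 UMIs and in 53.7% before thinning, compared with 6.49% and 2.33% of the cells of clusters 1 and 2 at 300 UMIs. Fabp4 (chromosome 3, 10204088 to 10208576) was detected in 70.6% (60.7 to 79.2) of cluster 3 cells at 300 UMIs and 71.3% before thinning, compared with 3.78% and 1.74% in clusters 1 and 2. Across the alternatives, which include other thinning depths, the cluster 3 share lay between 15.5% and 53.7% for Cxcl12. For Fabp4 it lay between 39.2% and 97.0%. The AUROC in cluster 3 was 0.730 for Cxcl12 and 0.850 for Fabp4, and 0.630 and 0.913 on separate parts of the UMIs. Fabp4 is also in the endothelial set, and cluster 3 cells held UMIs of other genes of that set: 59.3% (49.4 to 68.6) of them had a UMI of Pecam1, Cdh5, Kdr or another of the 11 endothelial genes besides Fabp4 and Cd36.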

Other adipocyte markers like *Adipoq* and *Pparg* were undetectable in most cells. 

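Adipoq (chromosome 16, 23146536 to 23158028) had a UMI in 1 of the 503 cells, or 0.199% (0.00503 to 1.10), and Pparg (chromosome 6, 115360951 to 115490399) in 2, or 0.398% (0.0482 to 1.43). In cluster 3 Adipoq was found in 0 of 108 cells, which allows a share of cells with a UMI of up to 2.78% at this depth. Of the other adipocyte genes looked for, Lep and Retn were not listed for either plate, and the whole set had 5 UMIs in 4 cells (0.795%).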

The proportion of cluster 3 cells increased slightly over time, suggesting they might represent a population of mature perivascular cells (Figure 3C). 

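Among the cells of clusters 1 to 3 (175 at 2 days, 174 at 6 weeks and 127 at 13 weeks), cluster 3 made up 15.4% (10.4 to 21.6) at 2 days, 23.6% (17.5 to 30.6) at 6 weeks and 31.5% (23.5 to 40.3) at 13 weeks. The change from 2 days to 13 weeks, within the mixed plate, was 16.1 percentage points (5.97 to 26.2, a hybrid of the exact intervals). It lay between 11.2 and 18.0 points under all alternatives, furthest from the value given with 2000 variable genes (11.2, interval -0.585 to 22.7). The levels of some of the genes that define the clusters, pooled over clusters 1 to 3, also changed with time. With the genes of Figure 3—source data 1 left out of clustering, the rise was 13.5 points (5.16 to 22.3). These intervals count cells, and the spread between mice within a time point is not known.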

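Gsn lies on chromosome 2 from 35256380 to 35307892. Its AUROC in cluster 1 was 0.746, and 0.680 on separate parts of the UMIs. At 300 UMIs it was detected in 64.3% of cluster 1 cells, 39.5% of cluster 2 cells and 15.7% of cluster 3 cells (75.8%, 60.9% and 30.6% before thinning), and its pooled level was 87.7, 16.0 and 6.25 per 10000 UMIs. Rps12 (0.719) and Rps4x (0.705), which encode ribosomal proteins, also passed in cluster 1, and Rps18 had an AUROC of 0.695, below the threshold. Across the alternatives, between 0 and 15 genes passed in cluster 1, with the most when variable genes were chosen within each plate. At a resolution that gave 3 clusters, chosen after seeing the data, 1 gene passed.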

Clusters 1 and 2 show some overlap, and cluster 1 had few selective markers, with only the matrix protein gelsolin, *Gsn*, passing our marker criteria. Interestingly, cluster 1 shows the most frequent expression of the genes for Sca1, PDGFRα, and CD90, suggesting it may contain multipotent stem/progenitor populations (Figure 3D). 

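Ly6a, which encodes Sca1 (chromosome 15, 74994877 to 74998031), was detected at 300 UMIs in 28.6% (22.3 to 35.7) of cluster 1 cells, 8.72% (4.96 to 14.0) of cluster 2 cells and 21.6% (14.0 to 30.8) of cluster 3 cells (47.4%, 22.99% and 38.9% before thinning). The interval of cluster 1 overlapped that of cluster 3 and not that of cluster 2. Pooled Ly6a levels were 19.3, 4.49 and 9.26 per 10000 UMIs. Pdgfra, which encodes PDGFRα (chromosome 5, 75152292 to 75198215), was detected in 11.9% (7.61 to 17.5), 1.16% (0.141 to 4.14) and 0.980% (0.0248 to 5.34) of the cells at 300 UMIs, and in 19.6%, 2.87% and 0.926% before thinning. Thy1, which encodes CD90 (chromosome 9, 44043384 to 44048579), was detected in 4.32% (1.89 to 8.34), 2.91% (0.9505 to 6.65) and 2.94% (0.611 to 8.36) of the cells at 300 UMIs, and in 11.9%, 6.90% and 7.41% before thinning. A difference in Thy1 between these clusters was not detectable at this depth. On read counts in place of UMI counts, Ly6a was detected in 15.6% and Pdgfra in 2.78% of the cells of cluster 1. That cluster then took in more of the cells, and the cells were thinned to 300 reads, which can stand for fewer molecules than 300 UMIs. With variable genes chosen within each plate, these shares were 43.2% and 20.3%. Of the cells of cluster 1, 34.5% formed a separate cluster with Pax7 at resolution 1.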

The proportion of cells in cluster 1 was reduced following longer chase periods, in line with the reduction in αSMA-lineage contribution to fracture healing at later time points. 

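Of the cells of clusters 1 to 3, cluster 1 made up 48.0% (40.4 to 55.7) at 2 days, 39.1% (31.8 to 46.8) at 6 weeks and 33.1% (25.0 to 42.0) at 13 weeks. Cluster 2 made up 36.6% (29.4 to 44.2), 37.4% (30.2 to 44.998) and 35.4% (27.2 to 44.4). Between 2 days and 13 weeks the share of cluster 1 changed by -14.9 percentage points (-26.1 to -3.23) and that of cluster 2 by -1.14 points (-12.4 to 10.3). The share of cluster 1 was lower at 13 weeks under all alternatives, by between -20.4 and -8.86 points, and the interval excluded 0 in 22 of 27 settings. With the genes of Figure 3—source data 1 left out of clustering, the change was -17.6 points (-28.3 to -6.69). With the cells of the cluster with Pax7 left out, it was -9.31 points (-20.8 to 2.71).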

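Col1a2 (chromosome 6, 4504814 to 4541544) was detected at 300 UMIs in 95.3% of cluster 2 cells, 74.6% of cluster 1 cells and 61.8% of cluster 3 cells (97.1%, 86.6% and 77.8% before thinning). In cluster 3 the share at 300 UMIs was 36% at 2 days, 100% at 6 weeks and 37.8% at 13 weeks. Tnmd (chromosome X, 133850980 to 133865577) was detected in 65.7% of cluster 2 cells compared with 6.49% and 2.94% in clusters 1 and 3. Fmod (chromosome 1, 134037254 to 134048277) was detected in 77.3%, compared with 13.5% and 10.8%, and Ogn (chromosome 13, 49608046 to 49624501) in 37.8%, compared with 11.4% and 3.92%. Before thinning, 81.0%, 90.2% and 69.0% of cluster 2 cells held a UMI of Tnmd, Fmod and Ogn. The AUROC in cluster 2 was 0.801 for Col1a2, 0.882 for Tnmd, 0.906 for Fmod and 0.766 for Ogn, and on separate parts of the UMIs it was 0.781, 0.836, 0.854 and 0.640. Thbs4 had the highest value, 0.970 (0.922 on separate parts).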

Markers of cluster 2 are primarily matrix genes that can be expressed by the osteoblast lineage, including *Col1a2*, *Tnmd*, *Fmod,* and *Ogn*. Unpublished studies we performed in parallel with differentiated osteoblasts show consistently high levels of *Bglap* in differentiated osteoblasts, but *Bglap* is absent or present at only low levels in the αSMA-labeled cells, indicating that cluster 2 does not represent mature osteoblast lineage cells. It is feasible that at least some of these cells are from the fibrotendonous lineage, as the periosteum contains fascia and fibrous tendon attachments, which appear to be targeted by αSMA histologically. 

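Bglap (chromosome 3, 88383501 to 88384464) encodes osteocalcin and lies beside its near-identical copy Bglap2 (88377736 to 88378699), so that the division of reads between them is uncertain. At 300 UMIs, Bglap was detected in 16.9% of cluster 2 cells, compared with 10.3% in cluster 1 and 13.7% in cluster 3 (31.0%, 24.2% and 21.3% before thinning). Its pooled level in clusters 2 and 3 was 4.63 and 3.57 per 10000 UMIs. In cluster 1 it was 16.6, or 3.82 without 1 cell from 2 days that held 230 Bglap UMIs. The 6-week plate determined much of the share in cluster 2. At 300 UMIs, 9.38% of cluster 2 cells held a Bglap UMI at 2 days, 36.5% at 6 weeks and 0 of 45 at 13 weeks, compared with 14.1%, 64.6% and 6.67% before thinning. When cells were clustered without the 6-week plate, the share was 4.35%. Over all cells, the share at 300 UMIs was 6.29% (3.18 to 11.0) at 2 days, 30.8% (24.2 to 38.0) at 6 weeks and 0.794% (0.0201 to 4.34) at 13 weeks. At 6 weeks it was 30.0% in cluster 3 (with median UMI numbers of 621 in cluster 3 and 631 in cluster 2) and 33.3% of 9 cells in the skeletal muscle-like cluster 4, which should lack Bglap. Before thinning, the 6-week shares of clusters 3 and 4 were 43.9% and 30.0%. The difference between clusters 2 and 3 at 6 weeks was 6.51 percentage points (-13.8 to 25.3) at 300 UMIs and 20.7 points (-0.0783 to 39.9) before thinning. Because all assigned cells of that plate are 6-week cells, RNA shared between wells and a change in the cells at 6 weeks were not told apart. The 168 wells of the plate without a time point were not looked at.

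**Figure D1:**
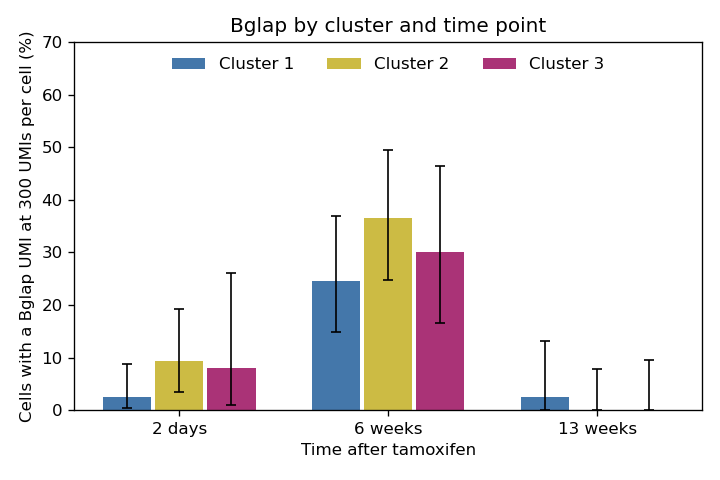
Share of cells with a Bglap UMI (%, vertical axis, starting at 0) after thinning to 300 UMIs per cell, for clusters 1 to 3 at 2 days, 6 weeks and 13 weeks after tamoxifen. Bars are shares of cells and lines are 95% Clopper-Pearson intervals, which cover counting error only. In all 3 clusters the bars at 6 weeks, 36.5% in cluster 2 and 30.0% in cluster 3, are the tallest.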

Overall, our data indicate that αSMA^+^ cells are a fairly rare, but heterogeneous cell population within the periosteum that can be separated into at least three different cell types.

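The separation into clusters was compared with cells simulated from 1 shared expression profile at the same depths. These gave 2 clusters at the same resolution, in which 0 genes had an AUROC over 0.7, and 1 cluster when the UMIs were split into 2 parts. At the lowest resolutions that gave 3 clusters, chosen after seeing the data, these held 223, 174 and 106 cells, and the 17 muscle-like cells were not separate. The paper reasons from the Leiden clusters and their marker genes. It proposes from its skeletal muscle genes that cluster 4 derives from muscle contamination. From its near absence at 2 days, it proposes that αSMA+ satellite cells differentiate over time. For this it also cites its earlier work, in which satellite cells labeled by αSMA formed muscle fibres. It describes cluster 3 by pericyte markers, and proposes from its increase with time that it might be mature perivascular cells. It proposes from the frequency of Sca1, PDGFRα and CD90 transcripts that cluster 1 may contain stem or progenitor cells, and from Bglap being absent or low, compared with high levels in differentiated osteoblasts in unpublished studies, it concludes that cluster 2 does not represent mature osteoblast lineage cells.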

### Label-retaining cells in the periosteum are enriched with progenitor markers

One feature of long-term stem cells is a slow cycling rate, and this can be evaluated experimentally using label retention assays. We used a doxycycline (dox)-inducible GFP-tagged histone system, H2B-GFP, which is incorporated into the DNA during dox feeding, then diluted during subsequent cell division. This system has been used for enrichment of highly self-renewing populations of hematopoietic stem cells and muscle satellite cells (Foudi et al., 2009; Chakkalakal et al., 2014). The experimental design for generating label-retaining cells (LRCs) is shown in Figure 4A. H2B-GFP was incorporated into the majority of periosteal cells (Figure 4B, Figure 4—figure supplement 1A). Quiescent terminally differentiated cells such as osteocytes also effectively retain the label (Figure 4—figure supplement 1B). Flow cytometry was used to track GFP expression in the CD45^-^ fraction of the periosteum (Figure 4B–C). Our periosteal isolation procedure excludes bone tissue and therefore osteocytes, and we have previously demonstrated that our endosteal preparations contain almost no osteocytes (Matic et al., 2016). After the chase phase, the periosteum contained a small population of true LRCs (GFP^hi^), as well as a slightly larger GFP^int^ population which would be expected to contain some LRCs. Histologically, the LRCs were mostly in the inner cambium layer of the periosteum (Figure 4—figure supplement 1B). We confirmed that most cells capable of forming CFU-F initially incorporated a GFP label (Figure 4D). After the chase, both GFP^+^ populations showed enrichment of CFU-F compared to the GFP^-^ fraction (Figure 4E). We also evaluated cell surface marker expression in LRCs and found strong enrichment of Sca1 and CD51, more frequent expression of CD90, and fewer CD105^+^ cells in periosteum (Figure 4F) and endosteum (Figure 4G) compared to GFP^-^ cells. Since label retention alone was not very effective at enriching CFU-F, we combined this approach with αSMA-labeling. Initially, we labeled 73.4 ± 7.6% of αSMA^+^ cells, and after at least 13 weeks chase, 22.6 ± 7.7% were LRCs, indicating a large proportion of these cells are quiescent (Figure 4—figure supplement 2A). This is a substantially higher proportion of LRCs than we found in the overall CD45^-^ population of the same samples (3.2 ± 1.5%, p<0.0001). Ex vivo, αSMA-labeled LRCs (GFP^+^Tom^+^) were enriched for CFU-F compared to the GFP-Tom^+^ population (Figure 4—figure supplement 2B). Interestingly, αSMA-labeled LRCs appeared to be lineage-restricted, with evidence of differentiation along the osteogenic lineage but absence of adipogenic differentiation (Figure 4—figure supplement 2C). αSMA-labeled LRCs were more frequently CD51^+^, but fewer were CD90^+^ that Tom^+^ non-LRCs (Figure 4—figure supplement 2D).

**Figure 4.**
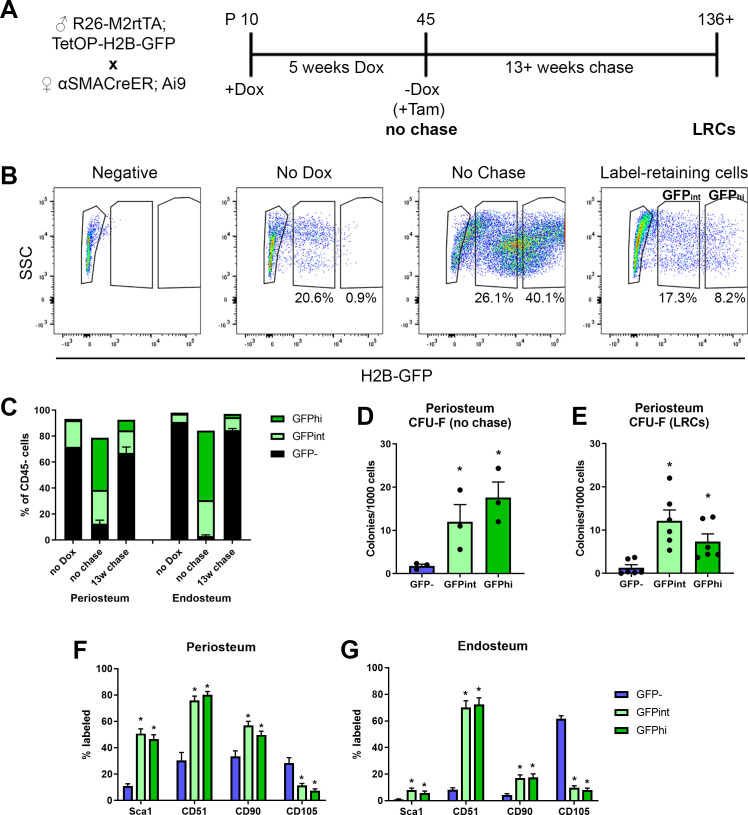
Label-retaining cells are enriched with most progenitor markers. (**A**) Experimental design for label-retaining cell experiments. (**B**) Representative gating of the CD45^-^ population in different periosteum samples to define three populations based on GFP expression. (**C**) Quantification of different GFP populations in a representative experiment for periosteum and endosteum (n = 1, no doxycycline [dox]; n = 4, no chase; n = 6, 13-week chase). (**D**) Colony-forming unit fibroblast (CFU-F) frequency in different CD45^-^ GFP populations in periosteal no chase samples (n = 3) and (**E**) following chase (n = 6). Cell surface marker expression is shown in different CD45^-^ GFP subsets following chase (populations equivalent to right-hand label-retaining cell plot in B) in (**F**) periosteum cells and (**G**) endosteal cells. Data is pooled from three separate experiments involving 13–22 weeks chase (n = 19). *p<0.05, repeated measures ANOVA with Dunnett’s posttest compared to GFP^-^ population. Figure 4—source data 1.Data tables and statistical analysis tables (from Graphpad Prism) for graphs shown in Figure 4F–G.

**Figure 4—figure supplement 1.**
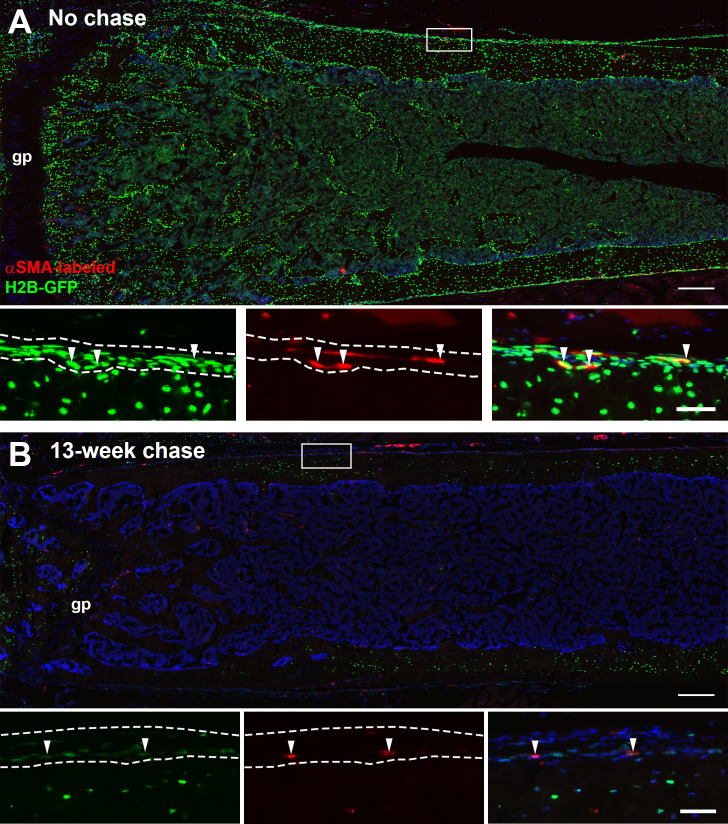
Histology of H2B-GFP/αSMACreER/Ai9 femurs. (**A**) H2B-GFP expression in a distal femur following 5-week doxycycline (dox) and 2 days after tamoxifen. (**B**) H2B-GFP label-retaining cells after 13-week chase; tamoxifen was given at the time of dox withdrawal. Boxed areas are magnified. Dashed lines indicate the periosteum and arrowheads indicate GFP^_+_^ αSMA-Tom^+^ cells in the cambium layer of the periosteum. gp, growth plate. Scale bars are 250 or 100 µm (high magnification images).

**Figure 4—figure supplement 2.**
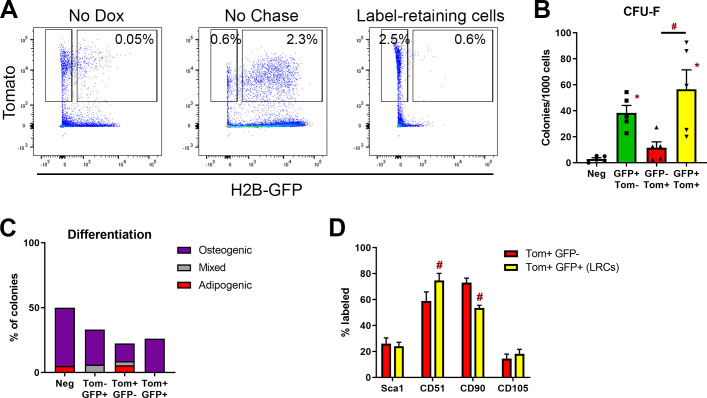
Alpha smooth muscle actin (αSMA)-labeled periosteal label-retaining cells are enriched with colony-forming unit fibroblast (CFU-F). (**A**) Representative flow plots showing identification of αSMA-labeled label-retaining cells. Values represent an average of n = 3–10. (**B**) CFU-F formation and (**C**) differentiation of colonies under mixed osteogenic/adipogenic conditions of αSMA-labeled label-retaining cells and other subpopulations (n = 5 for CFU-F, n = 3 for differentiation). (**D**) Cell surface marker expression in αSMA-labeled subpopulations. *p<0.05 compared to negative population, ^#^p<0.05 compared to Tom^+^GFP^-^ population.

### Evaluation of SSC populations in adult mice

In order to systematically evaluate stem cell populations in adult animals, we evaluated the utility of the stain described by Chan et al. to identify SSC and BCSP (Chan et al., 2015). Stem/progenitor markers and gating strategies should, by definition, exclude mature cell types of the lineage. There are no validated methodologies available to identify osteoblasts using cell surface markers, although some authors report Sca1^+^CD51^+^ as stem cells and Sca1-CD51^+^ cells as committed osteoprogenitors or osteoblasts (Arthur et al., 2019; Lundberg et al., 2007). We utilized the Col2.3GFP transgene to identify mature osteoblasts (Kalajzic et al., 2002; Dacquin et al., 2002). Col2.3GFP^+^ cells were always present in endosteal samples (5.4 ± 5.0% of CD45-) and were detectable in numbers sufficient for analysis in some periosteum samples (1.3 ± 1.3% of CD45-). CD200 expression was present on over 90% of Col2.3GFP osteoblasts in both endosteum and periosteum, suggesting that CD200 may be useful for positive selection of osteoblasts. Around 35% of endosteal osteoblasts were CD51+ (Figure 5A; Matic et al., 2016). A subset of osteoblasts in both tissues were CD105^+^, while the other markers including Sca1, CD90, and Ly51 (also known as 6C3) were rare or absent in endosteal osteoblasts. The gating strategy to identify SSCs and BCSPs in both periosteum and endosteum is shown in Figure 5C–D. We found that Col2.3GFP^+^ osteoblasts constituted almost 40% of endosteal cells defined as SSC (CD45-CD51^+^CD90-Ly51-CD105-CD200^+^) and 20% defined as BCSP (CD45-CD51^+^CD90-Ly51-CD105^+^) (Figure 5D). The proportion of mature osteoblasts in these populations was lower in periosteal samples but still represented 7–8% of SSC and BCSP (Figure 5C). The pre-BCSP population (CD45-CD51^+^CD90-Ly51-CD105-CD200-) contains very few osteoblasts. In addition, when we evaluate the proportion of SSC and BCSP in different tissue compartments, we find that the GFP^+^ osteoblast populations, particularly in the endosteum, have the highest frequency of these ‘stem cells’ (Figure 5B). Therefore, these marker combinations used for SSC and BCSP do not exclude mature cells within the osteoblast lineage in adult mice, so do not specifically identify stem cells in this setting.

**Figure 5.**
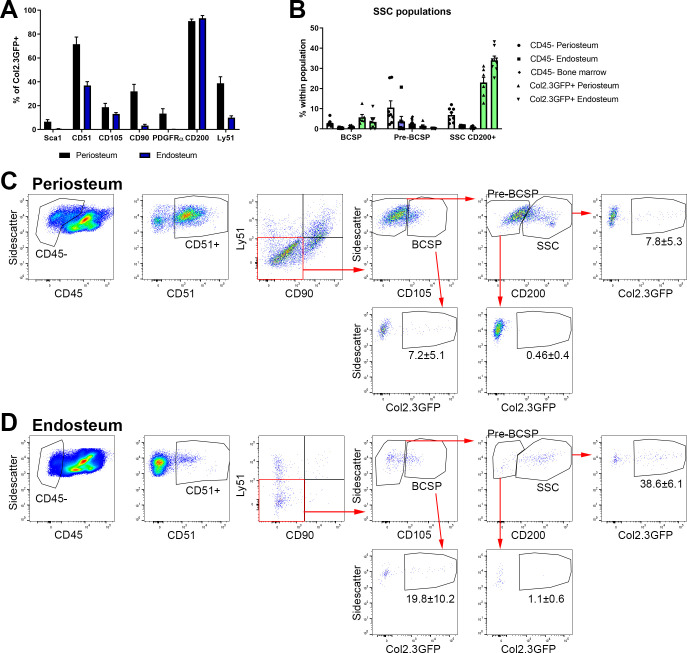
Bone, cartilage, and stromal progenitor (BCSP) and skeletal stem cell (SSC) populations in adult bone contain mature osteoblasts. (**A**) Marker expression on Col2.3GFP^+^ osteoblasts, n = 4–32. (**B**) Frequency of BCSP and SSC populations in different tissue compartments and populations (n = 8–12). (**C–D**) Gating to identify BCSPs, pre-BCSPs, SSCs, and presence of Col2.3GFP^+^ osteoblasts as a major component of these populations in periosteum (**C**) and endosteum (**D**). Mean ± standard deviation for % GFP^+^ cells are shown. Figure 5—source data 1.Data tables for graphs and plots shown in Figure 5.

### αSMA identifies transplantable, self-renewing osteoprogenitors

In ex vivo assays, αSMA^+^ periosteal cells were capable of CFU-F formation (Figure 6A). Following transplantation into a critical-sized calvarial defect, αSMA^+^ cells were readily identified in all sections evaluated, indicating the ability to engraft and expand in the defect (Figure 6B). Some cells activated Col2.3GFP, indicating limited differentiation into osteoblasts, similar to a recent study (Ortinau et al., 2019). We did not see evidence of cartilage formation in these defects at the time point evaluated. We tested the in vivo self-renewal potential of αSMA-labeled cells by performing a fracture, allowing it to heal for 8 weeks, then refracturing the same bone in a similar location. When tamoxifen was given at the time of initial fracture, around 20% of both osteoblasts and chondrocytes in the secondary fracture callus are derived from the original αSMA-labeled population (Figure 6C–J). This is 35–50% of the contribution in the first fracture but indicates self-renewal of a proportion of αSMA-labeled progenitors. Contribution to the secondary fracture when tamoxifen was given 14 days prior to the first fracture was not statistically significantly different to the day 0 group, confirming identification of self-renewing osteochondroprogenitors.

**Figure 6.**
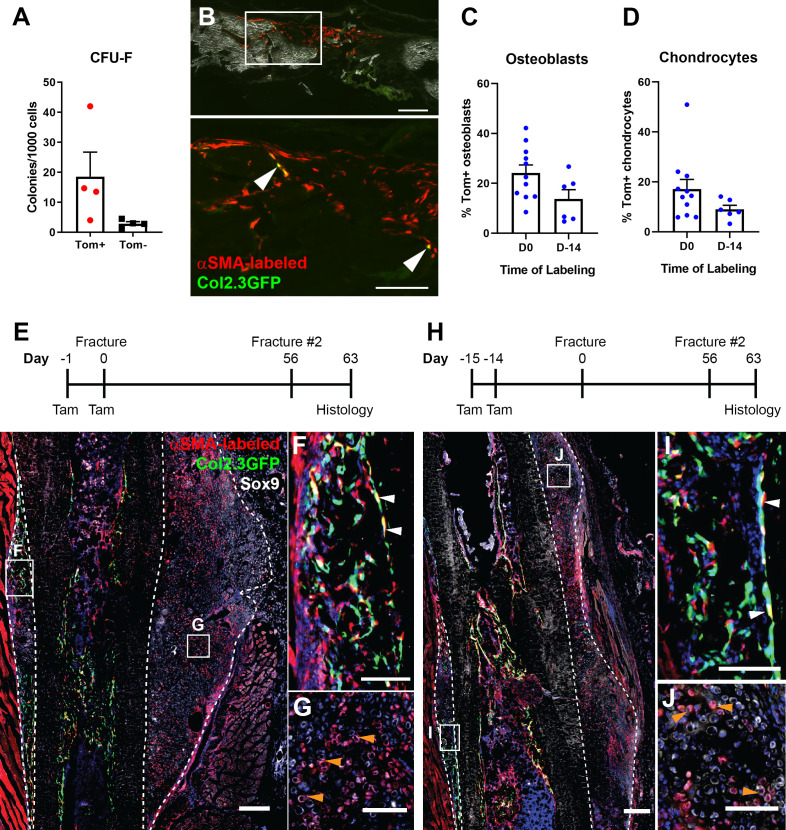
Alpha smooth muscle actin (αSMA)-labeled cells are transplantable self-renewing osteochondroprogenitors. (**A**) Colony-forming unit fibroblast (CFU-F) frequency of periosteal αSMA-labeled cells sorted 2 days after tamoxifen. (**B**) Engraftment of transplanted αSMA-labeled cells in a calvarial defect 5 weeks after transplantation. Arrowheads indicate cells that are Col2.3GFP+. Quantification of αSMA-labeled cell contribution to (**C**) osteoblasts and (**D**) chondrocytes in day 7 secondary fracture calluses is shown. (**E**) Experimental design and fracture callus histology following a second tibia fracture in αSMACreER/Ai9/Col2.3GFP mice showing contribution of Tom+ cells to callus tissue, including osteoblasts (**F**) and Sox9+ chondrocytes (white) (**G**). (**H–J**) Histology of a similar secondary fracture where tamoxifen was given 14 days prior to the primary fracture. White arrowheads indicate αSMA-labeled Col2.3GFP+ osteoblasts, orange arrowheads indicate αSMA-labeled Sox9+ chondrocytes. DAPI stain is shown in blue. Approximate callus area used for analysis is indicated by the dashed lines in E and H. Scale bars indicate 250 µm (low magnification) and 100 µm (high magnification). Figure 6—source data 1.Data tables and statistical analysis tables (from Graphpad Prism) for graphs shown in Figure 6C-D.

### Functional contribution of αSMA^+^ cells to fracture healing

We evaluated the functional importance of αSMA+ cells during fracture healing using the Rosa-DTA model of cellular ablation. Diphtheria toxin (DTA) expression, which causes death of the cells where it is expressed, was driven by αSMACreER and induced by tamoxifen delivery around the time of fracture. When ablation was performed at the time of fracture (days 0, 1), we saw a 50% reduction in αSMA-labeled cells in 4 days post-fracture (DPF) callus tissue by flow cytometry (Figure 7A). This is consistent with the 50% efficiency of recombination we demonstrated for αSMACreER in vitro (Sinder et al., 2020). Histologically, there is a clear reduction in fracture size and αSMA-labeled cells at 4 DPF (Figure 7B). Histological analysis at 14 DPF revealed a significant reduction in total callus size as well as mineralized area (Figure 7C–D). Micro-computed tomography (microCT) results at day 14 confirmed the histological observations (Figure 7E). At 21 DPF, microCT showed no change in total callus volume but a significant decrease in callus bone mass (Figure 7F). Similar impairments in healing were seen whether ablation was performed at the time of fracture or throughout the first 8 days of healing, suggesting that early loss of αSMA+ cells was most important for this phenotype. Overall, our data demonstrate that partial ablation of αSMA+ progenitors reduced callus formation and delayed mineralization. The less severe phenotype at 21 DPF suggests this may be a delay in healing rather than complete disruption of the process, although the fractures from mice with αSMA-ablation probably never reach the size of control calluses. Healing in the DTA mice may still progress due to compensation of αSMA+ progenitors that escaped ablation or larger contribution from αSMA-negative progenitors in this setting.

**Figure 7.**
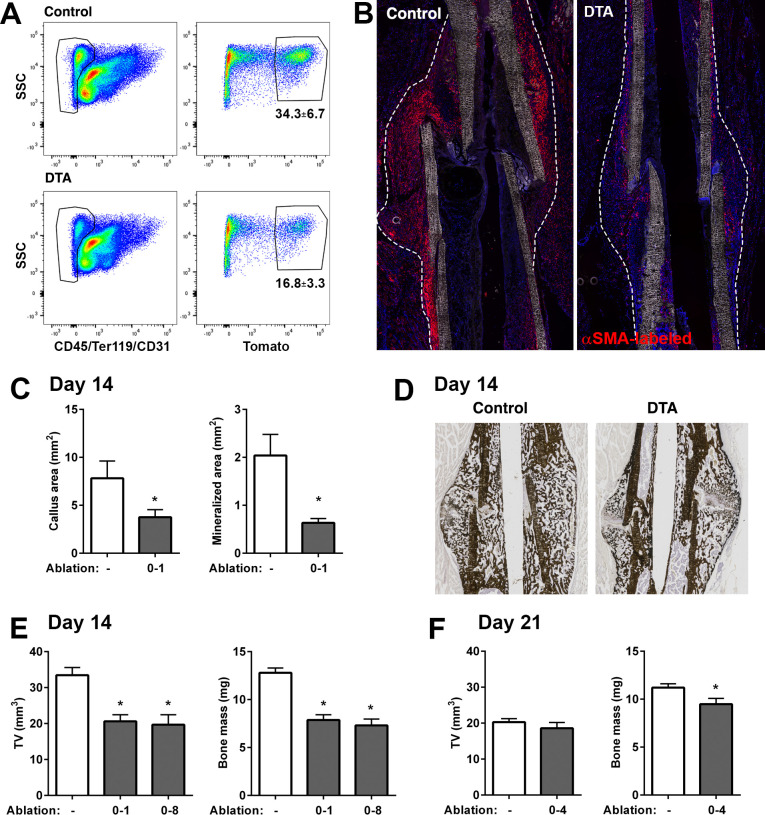
Ablation of alpha smooth muscle actin (αSMA)+ cells impairs fracture healing. (**A**) Flow cytometry of day 4 fracture callus from control αSMACreER/Ai9 mice and DTA animals (αSMACreER/Rosa-DTA/Ai9) indicating significantly fewer (p<0.01) αSMA-labeled cells in the ablation model (mean ± SD shown, n = 4). (**B**) Representative histological sections from day 4 fracture callus in controls or with DTA-mediated ablation. The outline of the callus is indicated. (**C**) Histological analysis of callus area and mineralized area at day 14, and (**D**) representative images of von-Kossa staining (n = 4–7). (**E**) Micro-computed tomography (MicroCT) analysis of day 14 fracture callus in DTA^-^ and DTA^+^ mice that had undergone two different tamoxifen regimens to ablate αSMA+ cells, day 0, 1 of fracture or day 0, 2, 4, 6, 8. Callus tissue volume and bone mass were measured. Cre-: n = 14, 8 male (M), 6 female (F); DTA D0-1: n = 10, 4M 6F; DTA D0-8: n = 8, 4M 4F. (**F**) MicroCT analysis of day 21 fracture callus in mice treated with tamoxifen on day 0, 2, and 4 (n = 14–15). Figure 7—source data 1.Data tables and statistical analysis tables (from Graphpad Prism) for graphs shown in Figure 7C,E and F.

### Contribution of other periosteal populations to fracture healing

We have demonstrated that αSMA identifies some, but not all, of the cells contributing to osteoblasts and chondrocytes in the fracture callus. We therefore examined the potential contribution of other populations. We tested the previously unexplored hypothesis that mature osteoblast lineage cells may contribute to osteoblast formation in the fracture callus. Col2.3CreER-labeled cells made a small but significant contribution to osteoblast formation in the fracture callus, but only when tamoxifen was given close to the time of fracture (Figure 8.A-B). This is in line with previous studies that estimate a lifespan of around 2 weeks for osteoblasts (Matic et al., 2016; Jilka et al., 1998). We did not detect any contribution of Col2.3-labeled cells to chondrocytes. This suggests that committed osteoblast lineage cells present in the periosteum can contribute to fracture osteoblasts but do not have the plasticity to contribute to chondrocytes.

**Figure 8.**
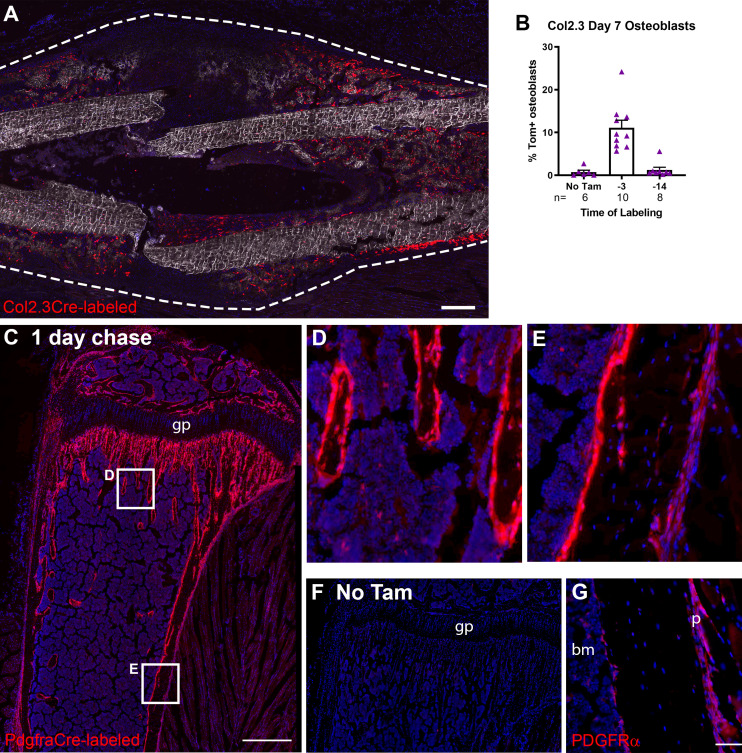
Contribution of mature osteoblasts to fracture healing and PDGFRα distribution. (**A**) Fracture histology of a representative day 7 tibial fracture callus from a Col2.3CreER/Ai9 mouse treated with tamoxifen at days −4 and −3. Mineralized bone is shown by dark field (gray) and DAPI+ nuclei in blue. Scale bar is 250 µm. (**B**) Quantification of Col2.3-labeled cell contribution to Osx+ osteoblasts. *p<0.05 based on ANOVA with Dunnett’s posttest compared to no tamoxifen group. (**C**) Tibia histology of PdgfraCreER/Ai9 mice given three daily doses of tamoxifen and euthanized 1 day later. Scale bar is 200 µm. Magnified areas of (**D**) trabecular and (**E**) cortical bone are shown. (**F**) Tibial histology of a PdgfraCreER/Ai9 mouse that had not been exposed to tamoxifen showing minimal leakiness of the CreER. Representative images of n = 3 aged 5–8 weeks of age are shown. (**G**) PDGFRα immunostaining of bone. Scale bar is 50 µm. bm, bone marrow; gp, growth plate; p, periosteum. Figure 8—source data 1.Data table and statistical analysis table (from Graphpad Prism) for graph shown in Figure 8B.

Finally, we further evaluated PDGFRα as an alternate marker of periosteal progenitor cells as we hypothesized that it may target a broader periosteal progenitor population than αSMA. PDGFRaCreER targeted the majority of periosteal cells 1 day after completion of tamoxifen administration, as well as the majority of osteoblasts on trabecular and endocortical bone surfaces (Figure 8C–E). It also targeted a population of cells in the bone marrow. This labeling was tamoxifen-dependent (Figure 8F). These results were confirmed with immunostaining for PDGFRα that indicated expression in the periosteum and in endosteal osteoblasts (Figure 8G). There is some discrepancy between our flow data and this result (see Figure 2A and Figure 5A). PDGFRα staining by flow cytometry tends to be weak, and there is rarely a clear demarcation between positive and negative cells (Figure 2—figure supplement 1). In contrast, PDGFRα-driven Cre in combination with a strong reporter gene such as Ai9 amplifies even low transgene activity. It is therefore likely that we are only gating for cells highly expressing PDGFRα in flow cytometry, but this makes it difficult to use as a reliable marker. This discrepancy is consistent with the results of Ambrosi et al. who report much wider expression of PDGFRα using a GFP reporter mouse compared to previous results with antibody staining and flow cytometry (Morikawa et al., 2009; Ambrosi et al., 2017). Their data also suggests expression of this reporter in osteoblasts. Another recent study reported much higher PDGFRα expression in bone marrow compared to periosteum in contrast with our flow cytometry results (Tournaire et al., 2020). We conclude that PDGFRα is not an optimal marker of progenitor cells within the periosteum due to both technical variability depending on the method used and expression in mature osteoblasts.

## Discussion

Our results indicate that the periosteum of adult mice is highly enriched for cells with markers and phenotype of stem and progenitor cells. Together with other recent studies, our results highlight the presence of unique cell populations within the periosteum that are rare or absent in the bone marrow compartment, and demonstrate that stem cell markers can change with age (Debnath et al., 2018; Duchamp de Lageneste et al., 2018; Ortinau et al., 2019; Tournaire et al., 2020). There is abundant evidence suggesting that fracture healing is impaired if periosteum is removed, or that otherwise critical-sized defects in a variety of bones can regrow if periosteum is retained (Mashimo et al., 2013; Kuwahara et al., 2019; Ozaki et al., 2000; Zhang et al., 2005). There are also numerous studies reporting superior outcomes with cultured periosteal cells compared to other cell sources like bone marrow in terms of bone formation both in vitro and in vivo (Duchamp de Lageneste et al., 2018; van Gastel et al., 2014). Of the markers we examined, we found that most were much more abundant in the periosteum than endosteum. Sca1, CD51, CD90, αSMA, and PDGFRα (Wang et al., 2019a) all enrich for CFU-F in periosteum, similar to what has been reported in other cell types. Although we did not thoroughly characterize PαS cells in the periosteum, we note that these cells were very rare in the endosteal compartment. Morikawa et al. report large enrichment of PαS cells following collagenase digestion of crushed bones (Morikawa et al., 2009). Our results raise the possibility that some of the cells isolated in their studies were actually derived from the periosteum. We confirmed by immunostaining and use of an inducible Cre that PDGFRα expression was very abundant in the periosteum. This result and abundant PDGFRα expression shown histologically in osteoblasts were not completely replicated in our flow cytometry data. Ambrosi et al. reported that all Sca1+ cells in the bone marrow co-express PDGFRα using a PDGFRα-GFP line which contrasted with the original study characterizing PαS cells (Ambrosi et al., 2017). This highlights the difficulty in using PDGFRα consistently as a stem and progenitor cell marker. With respect to CD51, our results agree with the studies using neonatal bones, indicating that progenitor cells are solely contained within the CD51+ population (Chan et al., 2009); however, a significant proportion of mature osteoblasts are CD51+, so additional markers that exclude differentiated cells are required. Finally, our results suggest that strong Sca1 expression is specific to periosteal mesenchymal cells and enriches multipotent stem or progenitor cells in combination with CD51, at least in vitro. Sca1 expression was also highly enriched in LRCs in all bone tissue compartments. A recent study using scRNAseq in periosteal cells suggested Sca1 as a marker of differentiated cells in the periosteum, although it was unclear what cell type these mature cells were (Debnath et al., 2018). Inducible Cre models driven by expression of the Sca1 gene are now available and would potentially help to confirm the in vivo function of Sca1+ cells. Notably, they target endothelial progenitors which will complicate any analysis with these models (Vagnozzi et al., 2018; Tang et al., 2018), and one of these models was reported to target very few cells within the bone (Vesprey et al., 2020).

LRCs in the periosteum showed large differences in cell surface marker profile compared to non-LRCs and enrichment of CFU-F formation. However, the experimental system presented some limitations, as we did not achieve uniform labeling initially, and some cells had low GFP expression even in the absence of dox. This ‘leaky’ GFP expression may be related to positioning of the tetO-H2B-GFP cassette in the *Col1a1* locus. Following chase, we found that CFU-F formation from the CD45^-^ GFP^int^ population was similar, or in some cases higher than the true GFP^hi^ LRCs. The GFP^int^ population potentially contains a mix of cells including those with dox-independent GFP expression, those who have lost some but not all label, and LRCs that did not achieve bright labeling initially. We are unable to distinguish between these populations. It is also possible that the true LRC population contains terminally differentiated quiescent cells that are present in the periosteum. Finally, CFU-F formation appears to be a feature of progenitor cells as well as stem cells, and progenitors may be enriched in the GFP^int^ population. The use of label retention is likely to perform better in combination with other markers that already enrich stem cell populations (Foudi et al., 2009; Chakkalakal et al., 2014). Within the αSMA-labeled population, we saw fourfold higher CFU-F frequency than αSMA-labeled non-LRCs. A previous study also reported the presence of heterogeneous LRCs in the periosteum; however, they were unable to perform functional characterization, while Nes-GFP+ periosteal cells were not LRCs (Tournaire et al., 2020; Cherry et al., 2014). Interestingly, the previous study indicated that αSMA+ cells were not LRCs; however, many antibodies to αSMA stain perivascular cells in larger blood vessels but do not detect αSMA+ cells in the cambium layer of the periosteum (Cherry et al., 2014). The αSMA+ cells in the cambium layer appear to be the cell subset involved in fracture healing (Ortinau et al., 2019; Wang et al., 2019b). Label retention may be a useful tool to enrich periosteal stem cells in ex vivo assays, although more robust assays for testing self-renewal such as serial transplantation are required.

One of the key findings of this study is that αSMA identifies long-term, slow-cycling, self-renewing osteoprogenitors in the adult periosteum that are functionally important for bone and cartilage formation during fracture healing. αSMA+ periosteal cells also contribute to osteoblasts in response to loading (Matthews et al., 2020). The lineage tracing results suggest that αSMA identifies at least two distinct osteochondroprogenitor populations in the periosteum that contribute to fracture healing. First, there is a long-term quiescent tissue-resident progenitor population that contributes to a subset of osteoblasts and chondrocytes for at least 3 months after labeling. This population is presumably re-established following fracture and contributes to healing of a second fracture in the same bone. Second, there are cells that activate αSMA after injury, as visualized in studies using real-time αSMA reporters (Mori et al., 2016). The majority of osteoblasts are derived from αSMA-labeled cells when tamoxifen is given at the time of fracture. The results from the fractures performed after a 2-week chase, which show slightly lower contribution than at the time of fracture but a trend toward higher contribution than after 6 or more weeks chase, suggest that there may be a third population of tissue-resident osteochondroprogenitor cells that have a limited lifespan or lack self-renewal capacity. RNAseq analysis of αSMA periosteal cells in intact bone suggested there are at least three cell populations present. While we cannot be certain which of these contains stem and progenitor cells, marker gene expression suggests that one cluster is perivascular cells, another is more fibroblast-like, and the intermediate population is likely to contain stem and progenitor cells. Unfortunately, few of the cluster marker genes were cell surface markers suitable for flow cytometry-based separation of populations.

We consistently saw lower contribution of αSMA to chondrocytes than to osteoblasts. This may be due to contribution of muscle-derived cells to chondrocytes (Abou-Khalil et al., 2015; Liu et al., 2011). Notably, αSMA expression is present in some muscle cells, both myogenic satellite cells and a separate population of stromal cells that can contribute to heterotopic bone formation (Matthews et al., 2016; Kolind et al., 2015). It is also possible that there is a periosteal population that is restricted to chondrogenic and perhaps fibroblastic lineages, although we are not aware of any cell populations that have shown these properties in vivo. Gli1+ cells contributed to more chondrocytes than osteoblasts in a similar fracture model (Shi et al., 2017). Gli1+ cells also formed fibrous tissue in fractures that failed to heal due to radiation exposure, while αSMA+ cells did not (Wang et al., 2019b). The contribution of Gli1+ cells in the fibrous layer of the periosteum or from non-periosteal sources could explain these observations. Cxcl12-CreER also appears to identify cells that form mainly chondrocytes in a periosteal fracture callus; however, the presence of labeled cells outside the bone marrow compartment was not reported, making it difficult to identify the tissue where these cells originated (Matsushita et al., 2020).

Lineage tracing with Col2.3CreER indicated that there are cells the periosteum already committed to the osteogenic lineage that participate in osteoblast expansion during fracture healing. The Col2.3CreER+ cells only contribute significantly when tamoxifen is given near the time of fracture, indicating that it does not target long-lived self-renewing progenitors. Cells labeled by Prx1, Col2a1, Cathepsin K, LepR, and Mx1-driven Cres all make a major contribution to fracture callus osteoblasts; however, all these models involve either constitutive Cre expression or long-term labeling that includes differentiated cells, meaning that a combination of stem/progenitor cells and pre-osteoblasts/osteoblasts could be contributing to new osteoblast formation (Debnath et al., 2018; Zhou et al., 2014b; Duchamp de Lageneste et al., 2018; Ortinau et al., 2019; Wang et al., 2019b). Prx1-CreER and Sox9-CreER also label cells in the periosteum that contribute to fracture healing (He et al., 2017; Xiao et al., 2020; Kawanami et al., 2009). It is unclear if these populations overlap with αSMA+ cells or represent separate progenitor pools. However, our results suggest that there is heterogeneity in the cell types contributing to both osteoblasts and chondrocytes in the fracture callus, but by administering tamoxifen at the time of fracture, the majority of periosteal progenitors, particularly those that form osteoblasts, can be genetically targeted by αSMACreER.

αSMA+ cells are present in the endosteum but are less frequent than in the periosteum. αSMA is expressed in a growth-related transiently amplifying progenitor population in the trabecular region. It is also activated in cells in situations where there is a greater need for osteoblasts, such as injury, or genetic ablation of osteoblasts (Matic et al., 2016; Kalajzic et al., 2008). However, it does not appear to label cells involved in bone turnover during adulthood or consistently label long-term injury-responsive cells in the bone marrow compartment. αSMA also labels cells involved transiently in tendon growth as well as identifying progenitors of cementoblasts and periodontal fibroblasts in the periodontium (Dyment et al., 2014; Roguljic et al., 2013). αSMA+ cells are also a major contributor to healing in both these tissues as well as during reparative dentinogenesis following injury in murine molars (Vidovic et al., 2017). There is increasing evidence in bone tissue that different cell types could contribute to homeostasis compared to regeneration. In calvarial bones, the suture provides a niche for cells involved in both growth and healing. Axin2+ and Gli1+ cells contribute to both growth and healing; however, Prx1CreER labels a more restricted population only involved in healing (Zhao et al., 2015; Maruyama et al., 2016; Wilk et al., 2017). Cxcl12+ cells in the central bone marrow do not contribute to osteoblast formation under homeostatic conditions, but are activated and recruited following injury involving the bone marrow (Matsushita et al., 2020). αSMA+ cells in the periosteum appear to represent a population involved primarily in response to injury or increased need for bone formation.

A number of the markers and stains we evaluated did not specifically identify stem cells in the adult periosteum. CD105 was the only marker that was more prevalent in endosteum than periosteum (Tournaire et al., 2020) and was mostly absent from LRCs in all cell types analyzed. CD105+ periosteal cells also failed to form CFU-F. CD105 is best known as one of the markers used to identify mesenchymal stem or stromal cells in culture but has also been used as part of stains to identify or enrich progenitor populations in the periosteum and other tissues (Chan et al., 2015; Debnath et al., 2018; Zhou et al., 2014b; Ortinau et al., 2019). We demonstrated that the BCSP and SSC marker combinations, but not the pre-BSCP population, which were originally developed using neonatal bones, contain a significant proportion of mature osteoblasts when applied to adult bone tissue. This likely influences the observation that these populations expand in settings such as BMP2 treatment or fracture healing, which means some results should be revisited in future when more specific markers for adult bone-residing progenitors are developed (Chan et al., 2015; Marecic et al., 2015). Interestingly, a similar stain was used to enrich periosteal stem cells in a recent study (Debnath et al., 2018). Finally, CD200 was almost universally expressed on mature osteoblasts. A number of studies suggest that CD200 is present in various stem cell populations, but it definitely does not exclude all mature cells, so should be used with caution in settings where mature osteoblasts are present (Chan et al., 2015; Debnath et al., 2018; Lukač et al., 2020).

In conclusion, we have demonstrated that the periosteum is highly enriched with skeletal stem and progenitor cells compared to endosteum and bone marrow. Our data demonstrate the presence of a long-term periosteum residing osteochondroprogenitor cell population that is identified by expression of αSMA, along with injury-activated αSMA+ progenitors and mature Col2.3+ osteoblasts that also contribute to the healing process. Overall, the periosteum contains quite different mesenchymal populations to those present within the bone marrow compartment, and there are multiple populations that directly contribute to new tissue formation during fracture healing.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	αSMACreER (T*g(Acta2-cre/ERT2)1Ikal*)	PMID:22083974	MGI:5461154	
Genetic reagent (*Mus musculus*)	Col2.3CreER (*B6.Cg-Tg(Col1a1-cre/ERT2)1Crm/J*)	Jackson Labs	Jax: 016241	
Genetic reagent (*Mus musculus*)	Col2.3GFP (*B6.Cg-Tg*(Col1a1*2.3-GFP)1Rowe/J)	PMID:11771662	Jax: 013134	
Genetic reagent (*Mus musculus*)	Ai9 (*B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J*)	Jackson Labs	Jax: 007909	
Genetic reagent (*Mus musculus*)	Rosa-DTA (*B6.129P2-Gt(ROSA)26Sor^tm1(DTA)Lky^/J*)	Jackson Labs	Jax: 009669	
Genetic reagent (*Mus musculus*)	R26-M2rtTA; TetOP-H2B-GFP (B6;129S4-Gt(ROSA)26Sor^tm1(rtTA*M2)Jae^Col1a1^tm7(tetO-HIST1H2BJ/GFP)Jae^/J)	Jackson Labs	Jax: 016836	
Genetic reagent (*Mus musculus*)	NSG (*NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ*)	Jackson Labs	Jax: 005557	
Genetic reagent (*Mus musculus*)	PdgfraCreER *(B6.129S-Pdgfra^tm1.1(cre/ERT2)Blh^/J)*	Jackson Labs	Jax: 032770	
Antibody	CD45 eFluor450 (rat monoclonal, clone 30-F11)	eBioscience	48–0451	Flow (1:400)
Antibody	Ter119 eFluor450 (rat monoclonal, clone TER-119)	eBioscience	48–5921	Flow (1:200)
Antibody	CD31 eFluor450 (rat monoclonal, clone 390)	eBioscience	48–0311	Flow (1:400)
Antibody	CD45 APC (rat monoclonal, clone 30-F11)	eBioscience	17–0451	Flow (1:400)
Antibody	Ter119 APC (rat monoclonal, clone TER-119)	eBioscience	17–5921	Flow (1:200)
Antibody	CD31 APC (rat monoclonal, clone 30-F11)	eBioscience	17–0311	Flow (1:400)
Antibody	CD140a APC (rat monoclonal, clone APA5)	eBioscience	17–1401	Flow (1:100)
Antibody	CD140a PE-Cy7 (rat monoclonal, clone APA5)	eBioscience	25–1401	Flow (1:400)
Antibody	CD140b APC (rat monoclonal, clone APB5)	eBioscience	17–1402	Flow (1:100)
Antibody	CD105 APC (rat monoclonal, clone MJ7/18)	eBioscience	17–1051	Flow (1:200)
Antibody	CD90.2 APC eFluor 780 (rat monoclonal, clone 53–2.1)	eBioscience	47–0902	Flow (1:200)
Antibody	CD90.2 BV605 (rat monoclonal, clone 30-H12)	BD Bioscience	740334	Flow (1:100)
Antibody	CD51 Biotin (rat monoclonal, clone RMV-7)	eBioscience	13–0512	Flow (1:100)
Antibody	Sca1 AlexaFluor700 (rat monoclonal, clone D7)	eBioscience	56–5981	Flow (1:100)
Antibody	Ly51 BV711 (rat monoclonal, clone 6C3)	BD Bioscience	740691	Flow (1:100)
Antibody	CD200 PE (rat monoclonal, clone OX-2)	Biolegend	123807	Flow (1:100)
Antibody	Sox9 (rabbit polyclonal)	EMD Millipore	ABE2868	IHC (1:200)
Antibody	Osterix (rabbit monoclonal)	Abcam	ab209484	IHC (1:400)
Antibody	PDGFRα (rabbit polyclonal)	R and D Systems	AF1062	IHC (1:80)
Antibody	Goat anti rabbit AlexaFluor647 (polyclonal)	ThermoFisher	A21244	IHC (1:300)
Chemical compound, drug	Streptavidin APC eFluor 780	eBioscience	47–4317	Flow (1:400)
Chemical compound, drug	Streptavidin PE-Cy7	eBioscience	25–4317	Flow (1:400)
Chemical compound, drug	Streptavidin APC	eBioscience	17–4317	Flow (1:400)
Chemical compound, drug	Tamoxifen	Sigma Aldrich	T5648	75 mg/kg i.p.
Chemical compound, drug	Doxycycline	Envigo	TD.01306	625 mg/kg in Teklad Custom Diet
Sequence-based reagent	Barcode oligo primer	IDT		5’-AAGCAGTGGTATCAACGC AGAGTACJJJJJJJJJJJJNNNNN NNNTTTTTTTTTTTTTTTTTTT TTTTTTTTTTTVN-3’
Sequence-based reagent	Custom primer sequence	IDT		5'-AATGATACGGCGACCACC GAGATCTACACGCCTGTCCG CGGAAGCAGTGGTATCAACG CAGAGT*A*C-3’
Sequence-based reagent	Custom read one sequence	IDT		5’-CGGAAGCAGTGGTATCAA CGCAGAGTAC-3’

### Mice

All animal studies were approved by the institutional animal care and use committee at UConn Health or the University of Auckland. Mouse lines are listed in the Key Resources Table. αSMACreER and Col2.3GFP mice have been described (Grcevic et al., 2012; Kalajzic et al., 2002). R26-M2rtTA; TetOP-H2B-GFP dual homozygous mice (Foudi et al., 2009), Ai9 Tomato reporter mice (Madisen et al., 2010), Rosa-DTA (Voehringer et al., 2008), Col2.3CreER (Kim et al., 2004), and PdgfraCreER (Chung et al., 2018) were purchased from Jackson Labs. All these strains were maintained on a C57Bl/6J background. NSG immunodeficient mice (*NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ*, stock # 005557) were a gift from David Rowe. All transgenic mice for experiments were bred at UConn Health and were group housed in individually ventilated cages maintained at 22 ± 2°C, 55 ± 5% humidity, and a 12 hr light-dark cycle and allowed ad libitum access to food and water. Male C57Bl/6J mice were used for experiments at the University of Auckland and were bred at the onsite facility under similar conditions. CreER was activated by tamoxifen in corn oil (75 µg/g i.p.), and two doses of tamoxifen were administered 24 hr apart unless otherwise stated. Animals were assigned to experimental groups in blocks, and cage-mates were generally exposed to the same tamoxifen regimen to avoid inadvertent exposure of low-dose tamoxifen.

### Tibia fracture

Closed tibia fractures stabilized by an intramedullary pin were generated mid-shaft as previously described (Matthews et al., 2014). All mice undergoing fracture lineage tracing were female and were sexually mature young adults (8–16 weeks of age at tamoxifen administration, 8–24 weeks at fracture). The presence of fracture was confirmed by X-ray (Faxitron LX 60). Animals were euthanized and limbs collected for histology 7 or 14 DPF. For secondary fractures, tibia fractures were performed and allowed to heal for 8 weeks with the pin in place. Then a secondary fracture was performed in a similar location, confirmed by X-ray, and collected 7 DPF for histological analysis.

### Histology

Bones were fixed for 5–7 days in 4% paraformaldehyde, incubated in 30% sucrose overnight and embedded in cryomatrix (Fisher Scientific). Cryosections (7 µm) were obtained using a cryostat and tape transfer system (Section-lab, Hiroshima, Japan) as previously described (Dyment et al., 2016). Imaging settings were kept consistent for each dataset. Fluorescent images were obtained with an Axioscan slide scanner (Zeiss). Immunostaining antibodies are listed in the Key Resources Table. For Sox9 and PDGFRα staining, sections were permeabilized in 0.1% Triton X for 15 min, blocked in 2% bovine serum albumin (BSA)/phosphate buffered saline (PBS) for 1 hr, and stained with primary antibody overnight at 4°C. For osterix staining, sections were permeabilized in 0.1% Tween-20 for 15 min, blocked in 10% goat serum, 2% BSA/PBS for 1 hr, stained with anti-Osterix antibody overnight at 4°C. Both sets of slides were washed in 0.1% Tween-20/PBS and stained with secondary antibody for 1 hr at RT, then washed thoroughly. Slides were coverslipped in 50% glycerol/PBS containing 4′,6-diamidino-2-phenylindole (DAPI). Image analysis was performed as described previously using ImageJ (Matthews et al., 2020). Samples were excluded from all image analysis for the following reasons: fracture was not evident or callus was absent. For osteoblast analysis, sections were excluded if they did not contain a clear fracture site. Endosteal analysis was performed only in sections that had a clear central marrow cavity present, and new bone formation evident in this region. Chondrocyte analysis was performed at day 7 only, as most cartilage is gone by day 14, and some fractures were excluded due to lack of cartilage tissue for analysis. Briefly, to evaluate Tom+ contribution to osteoblasts, regions of interest (ROIs) were drawn encompassing the fracture callus. Adjacent ROIs encompassing the central area of the callus (1 mm either side of the fracture site) as well as more distal regions were drawn (up to 6 ROIs/section), then data were pooled to determine total callus values. The DAPI channel was thresholded and separated using the watershed algorithm, then fluorescent signal for each channel was measured in nuclear regions. Standardized thresholds were set manually for each channel. We calculated the number of cells that were GFP+ or Osx+ (osteoblasts), the number that were Tom+, and the percentage of osteoblasts that were Tom+ (dual positive cells/osteoblasts). In most cases, one section/bone was analyzed. Where multiple sections were analyzed, results from different sections were consistently very similar and were pooled. A minimum of 3000 nuclei (median 9262) were evaluated for each sample. Similar analysis was performed on the bone marrow compartment when sections were suitable. For chondrocyte analysis, since there was some non-specific staining with the Sox9 antibody, only regions that demonstrated chondrocytic morphology were incorporated in the ROI analysis.

### Cell isolation

For studies comparing different tissue compartments, bone marrow, endosteum, and periosteum were isolated from hindlimbs of the same mice as previously described (Matic et al., 2016; Wang et al., 2019a). In most cases, two or three animals of the same sex were pooled to generate a sample. Briefly, after removal of muscle tissue, bone marrow was flushed and underwent red blood cell lysis (Matthews et al., 2017). Periosteum was scraped off the bone surface and digested in PBS containing 0.05% Collagenase P and 0.2% hyaluronidase (Sigma Aldrich, St Louis, MO, USA) for 1 hr at 37°C. To isolate endosteal cells, bones were then opened, crushed, loosely attached cells removed by washing, then digested in PBS containing 0.05% Collagenase P for 1 hr at 37°C. Cells were washed and resuspended in staining medium (SM, 2% fetal bovine serum (FBS), 1 mM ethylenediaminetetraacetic acid in PBS).

### Flow cytometry and cell sorting

Cells were stained using antibody cocktails in SM. Antibodies and secondary reagents are listed in the Key Resources Table. Analysis was performed on an LSRII or Aria II instrument (BD Biosciences), and sorting was performed on an Aria II. All experiments included unstained controls for establishing gates derived from non-fluorescent mice, and single color controls generated using periosteal or bone marrow cells. Some experiments included fluorescence minus one (FMO) controls to assist with gating. Dead cells were excluded in most experiments using DAPI staining (~50 ng/ml final concentration). Four-way sorting was performed on selected populations. Cells were sorted into 1.5 ml tubes containing 500 µl collection medium (αMEM 10% FBS). Acquisition and sorting was performed using FACSDiva software and analysis was performed in FlowJo (BD Biosciences). Experiments involved at least two biological replicates per group, and most were performed on more than one occasion to ensure consistent outcomes.

### In vitro assays

CFU-F assays were performed using freshly sorted cells. Live cell numbers were assumed to be 50% of the cells sorted by the machine. Sorted cells were resuspended in αMEM 20% FBS and seeded in six-well plates, generally at 50 cells/cm^2^, although this varied depending on yield. In most cases, three wells were seeded per population, and at least three independent samples per population were evaluated. Cells were cultured in a 37°C humidified incubator, 5% O_2_, 5% CO_2_. Medium was changed on day 4, and cultures were terminated for staining on day 7–8. Cells were fixed in 10% formalin for 10 min, washed in water, then underwent crystal violet staining. For differentiation, after 7 days, medium was changed to an osteogenic/adipogenic combined cocktail containing αMEM 10% FBS, 50 µg/ml ascorbic acid, 4 mM β-glycerophosphate, 1 µM insulin, 0.5 µM rosiglitazone, and transferred to a normoxic incubator. Medium was changed after 3 days and cultures were terminated after 5 days of differentiation. Plates underwent concurrent ALP staining (86R or B5655, Sigma Aldrich) and Oil Red O staining, were imaged, then underwent crystal violet staining.

### Single cell RNAseq analysis

Periosteum was prepared as described above but with a 30-min enzymatic digestion. We sorted Tom+ cells from periosteal isolations from two to three female αSMACreER/Ai9 mice. Cells were isolated from αSMACreER/Ai9/Col2.3GFP mice at 2 days and 6 weeks after tamoxifen and from H2B-GFP/αSMACreER/Ai9 mice 13 weeks after tamoxifen and withdrawal of dox. No staining was performed and dead cells were excluded by DAPI staining. Single Tom+ cells were sorted using the index sort function on the BD Aria II directly into individual wells of a Bio-Rad hard shell 384-well plate. The plate was immediately stored in a −80°C freezer. Approximately half a plate per sample was processed for sequencing (192 cells for 2 days and 13 weeks, 216 cells for 6 weeks). Custom designed Drop-Seq barcoded primers from Integrated DNA Technologies (IDT) were delivered into each well of the 384-well plate, with primers in one well sharing the same unique cell barcode and different UMIs. An Echo 525 liquid handler was used to dispense 1 µl of primers and reaction reagents into each well for cell lysis and cDNA synthesis. Following cDNA synthesis, the contents of each well were collected and pooled into one tube using a Caliper SciClone Liquid Handler. After treatment with exonuclease I to remove unextended primers, the cDNA was polymerase chain reaction (PCR) amplified for 13 cycles. The cDNA was fragmented and amplified for sequencing with the Nextera XT DNA sample prep kit (Illumina) using custom primers that enabled the specific amplification of only the 3′ ends (see Key Resources Table). The libraries were purified, quantified, and sequenced on an Illumina MiSeq. The data preprocessing was performed using Drop-seq tools (version 1.13), with picard (version 2.17.8) for fastq to bam conversion and STAR (version 2.5.4a) for alignment to the reference genome, mm10 (version 1.2.0). Gene expression matrices were generated, and analysis was done using scanpy (version 1.3.7) (Wolf et al., 2018). The data is deposited in GEO under accession GSE165846. The data was filtered to remove cells with fewer than 200 genes, normalized and log transformed. The top 900 highly variable genes as measured by dispersion were used for neighborhood graph generation (nearest neighbor = 20) and dimensionality reduction with uniform manifold approximation and projection (UMAP) (Satija et al., 2015; Becht et al., 2019). Leiden community detection algorithm was used for clustering (Traag et al., 2019). Data were visualized and plots and heat maps generated by CellView (Bolisetty et al., 2017).

### Label retention studies

R26-M2rtTA; TetOP-H2B-GFP (H2B-GFP) males were crossed with αSMACreER/Ai9/Ai9 females to generate experimental mice. Mice received doxin their diet (625 mg/kg) from P10 for 5 weeks. Males were removed from breeding cages prior to birth of pups to ensure mothers did not ingest dox during subsequent pregnancies. Some animals received two doses of i.p. tamoxifen at the time of dox withdrawal. The chase period was a minimum of 13 weeks. Animals that were never exposed to dox were included in all experiments as controls.

### Calvarial defect transplantation

Mice were anesthetized with ketamine/xylazine (135 and 15 mg/kg) and bilateral critical-sized circular defects (3.5 mm diameter) created in the parietal bone as previously described (Gohil et al., 2014). About 2500–5000 sorted αSMA-labeled cells were mixed with 2 × 10^5^ BMSCs, resuspended in 7 µl PBS, loaded on a healos scaffold, and placed into calvaria defects of immunodeficient NSG mice (n = 6). After 5 weeks, mice were euthanized for histological analysis.

### Ablation studies

Animals were generated by crossing Rosa-DTA homozygous mice with αSMACreER, or where lineage tracing was required, crossing αSMACreER/Rosa-DTA with Ai9 and using only Cre+ animals. Fractures were performed in 7–10-week-old animals as previously described (Novak et al., 2020). Tamoxifen was given 0 and 1 DPF in most cases. Briefly, closed transverse diaphyseal femoral fractures were created using a blunt guillotine, after inserting a 24G needle into the intramedullary canal. To evaluate efficacy of the ablation, flow cytometry and histology were performed 4 DPF. For flow, the callus tissue was dissected and single cell suspension from individual male mice (n = 4) was generated, stained with CD45/CD31/Ter119 cocktail and DAPI. For microCT, fractured bones were collected 14 and 21 DPF, fixed in 10% formalin, and scanned (µCT40, Scanco Medical AG, Bassersdorf, Switzerland) with a voxel size of 12 µm, 55 kV, and intensity of 145 µA. We evaluated 150 slices above and below the fracture site to measure density and callus volume, and calculate bone mass. For histological analysis on day 14, frozen sections were stained using von Kossa and callus size and mineralized areas were quantified using ImageJ software as previously described (Novak et al., 2020). An additional group given tamoxifen 0, 2, 4, 6, and 8 DPF were included. The 21 DPF analysis group received tamoxifen 0, 2, 4 DPF. Controls with different tamoxifen regimens showed no difference between groups, so were pooled. Both male and female mice were included (day 14: Cre-: n = 14, 8M 6F; DTA D0,1: n = 10, 4M 6F; DTA D0-8: n = 8, 4M 4F).

### Statistics

All experiments include at least three biological replicates. For lineage tracing fracture experiments, we planned to include at least n = 6 per group, although long-term tracing groups in particular had more animals included to account for possible exclusions. We planned to include n = 10 for DTA studies based on our previous experience with quantitative fracture studies, but numbers and sex distribution were limited by the genotypes of available animals. Exact n values are listed in figures or figure legends, or where ranges are stated, in the source data files. Values represent the number of biological replicates (biological replicates represent one mouse/one fracture for injury studies, and one pool of two to three mice for most flow cytometry studies; most of the flow and CFU-F data involves analysis or sorts performed over multiple days or experiments). Graphs show mean ± standard error of the mean. Flow cytometry data on dot plots and in the text show mean ± standard deviation. Statistical analysis was performed in GraphPad Prism, using t-tests or one-way or two-way ANOVAs with appropriate post-hoc tests. For many of the flow cytometry datasets where different populations or tissues from one sample are evaluated, paired tests are used. Details are included in figure legends, and analysis or p values are supplied in the source data files. p<0.05 was used as the threshold for statistical significance.

## Data Availability

RNAseq data have been deposited in GEO under accession GSE165846. Source data files are provided for all figures (1–8). The following dataset was generated: MatthewsBGKalajzicI2021scRNAseq of aSMACreER/Ai9+ periosteum cellsNCBI Gene Expression OmnibusGSE165846

How the deposited data were processed for this re-analysis (not part of the article)

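Single αSMA-labeled (Tomato+) periosteal cells were sorted into wells at 2 days, 6 weeks and 13 weeks after tamoxifen, and their transcripts were sequenced with a plate-based form of Drop-seq on 2 plates. The mixed plate held the 2-day and 13-week cells, and the other plate held the 6-week cells. The authors aligned the reads to mm10 with STAR, counted them per gene and well with Drop-seq tools and collapsed reads with the same UMI. They deposited UMI counts and read counts per gene and well for each plate, without normalization or filtering of cells, together with a table that assigns wells to time points. UMI counts were used throughout, and read counts were an alternative. The 168 wells assigned to no time point, all on the 6-week plate, were not used, and what they hold is not stated. A gene listed for 1 plate was counted as 0 on the other. Such genes held 0.923% of the kept UMIs of the mixed plate and 1.33% of those of the 6-week plate.

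Wells with at least 200 genes were kept as cells. UMI counts were scaled to 10000 per cell and transformed as ln(1 + x). Genes seen in 3 or more cells were ranked by dispersion (seurat flavor), and the highest 900 gave 50 principal components, a graph of 20 neighbors and Leiden clusters with seed 0. The 200 genes, 900 genes, 20 neighbors and the Leiden algorithm come from the paper's methods, and the other settings are defaults. The resolution was to be the lowest of 0.05 to 2, in steps of 0.05, that gave the paper's 4 clusters, or the nearest to 4. None gave 4, and the rule did not settle the tie between 3 and 5 clusters. The 5 clusters at 0.45 were taken after both solutions had been looked at, because numbering clusters as in the paper needs at least 4, and the values with 3 clusters are given with the other alternatives. Clusters were numbered by the mean of the genes of Figure 3—source data 1. Each alternative chose its resolution by the same rule, apart from the default resolution and the 3 clusters. In each alternative, a cluster took the number of the cluster that held most of its cells.

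AUROC compared the cells of a cluster with all other cells, with a threshold of 0.7 as in the paper. Because the same genes made the clusters, AUROC was also measured with each cell's UMIs split at random into 2 parts, 1 for clustering and the other for measuring. Shares of cells with a UMI are given with each cell thinned to 300 UMIs, leaving out shallower cells, and without thinning. Levels are UMIs per 10000 over pooled cells. There was 1 pool of mice per time point and therefore no test between time points. Clopper-Pearson and Poisson intervals at 95% cover counting error only, and the upper limit for a count of 0 is 3 counts of the total. No cells were removed as doublets. Scrublet, run on each plate, marked 7 cells of the mixed plate and 5 of the 6-week plate, and leaving them out was an alternative.

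The genes named were those in the paper's scRNAseq text, Figure 3D and Figure 3—source data 1, with Bglap, Bglap2, Adipoq, Pparg, Acta1 and Mb and the cell type markers. The 5 genes with the highest AUROC in each cluster were added, and, between 2 days and 13 weeks in clusters 1 to 3, the 5 highest and 5 lowest ratios among genes with 100 or more UMIs. Cell type markers were lists for perivascular, endothelial, fibroblast or progenitor, tendon or fibrous, osteoblast, skeletal muscle, muscle satellite, adipocyte, chondrocyte, immune, red blood and Schwann cells. Of 157 named genes, 156 have a place in GENCODE release M21. Lep, Retn and Sox10 are listed for neither plate. A result that the rule would name is not reported here. Genes named outside this rule are said to be chosen after their values were seen.

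The settings above, the naming rule, the marker lists and most alternatives were fixed before the data were examined. These alternatives varied the gene minimum, UMI or read counts, the scaling target, the genes entering clustering and their number and choice, scaling to unit variance, the number of components and neighbors, the resolution, the seed and centering within plates. Others left out the 6-week plate, Scrublet doublets, the deepest 5% of cells, cells over 15% mitochondrial UMIs or the genes of Figure 3—source data 1, or changed the thinning depth and the pooling. Alternatives chosen after seeing the data counted the 200 genes on reads, used 3 clusters, left out Gm26924, mt-Rnr1 and mt-Rnr2, thinned cells before clustering, counted cluster 5 in cluster 1, or left out the cluster with Pax7. Several gene minimums on UMIs and reads were tried before the minimum counted on reads was added, because it came near the paper's cell numbers.

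All wells together held 462486 UMIs from 2764546 reads, and the 503 kept cells held 445796 UMIs. At this depth most genes of a cell are seen through a single molecule, so that a gene without a UMI in a cell is not shown to be absent. The calculations were tested on 503 simulated cells with the real genes and depths, in which 100 cells differed in 200 genes. The changed and unchanged genes scored were those with 100 or more UMIs in the kept cells. The group of 100 cells was taken as known, without clustering. The log2 ratios had the right sign for 100% of these genes, with a median error of 0.0182. An AUROC over 0.7 was reached by 8% of the genes raised 2-fold, 70% of those raised 4-fold and 0 of 397 unchanged genes. Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.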

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

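In this part, the test of cluster 3 wells with 2 cells was set before its result was seen. The test of muscle satellite cells was set before as well, but the stricter form that decides it was chosen after a first look. The tests of separate endothelial cells, of UMI numbers in the cells with Pax7, of the 10 cells with Bglap2 and of the 6-week plate were chosen only after the result was seen.

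At the default resolution of 1, a cluster of 70 cells (67 from cluster 1 and 3 from cluster 3) held genes of muscle satellite cells, which the paper does not report for these cells. A UMI of Pax7, Myf5, Myod1, Cdh15 or Calcr was found in 64.3% (51.9 to 75.4) of them, compared with 4.93% in the rest of clusters 1 to 3 and 1.72% in cluster 2. At 300 UMIs the shares were 42.6% and 1.79% in the rest. Pax7 was found in 38.6% of these cells and 1.97% of the rest. Chodl, the remaining gene of the set, was found in 40.0% and 22.7%, and in 43.1% of cluster 2 cells, and does not separate these cells. The whole satellite set made up 9.34, 16.1, 2.12, 2.14 and 0 of 10000 UMIs in clusters 1 to 5. The cells were also rich in ribosomal protein genes (1820 per 10000 UMIs compared with 741) and in Fosb (37.8 compared with 4.14), Egr1 (62.5 compared with 13.9) and Fos (35.1 compared with 10.1), which were chosen after their values were seen. Its 10 leading genes by fold included 4 hemoglobin genes and 1 satellite gene, Pax7. The hemoglobin genes rest on the 3 cells from cluster 3, without which they fell from 208 to 2.07 of 10000 UMIs and 0 of them were among the 10 leading genes, beside 1 satellite gene. The share with Pax7, Myf5, Myod1, Cdh15 or Calcr was then 65.7% (53.1 to 76.8). When the 6 satellite genes were left out of clustering, the cluster richest in ribosomal protein genes held 85 cells, 66 of them shared, and 48.7% of its cells had a UMI of the satellite set at 300 UMIs, compared with 13.4% of the rest. Without Chodl these shares were 37.2% and 1.84%. Fewer UMIs per cell were argued against as the reason for the satellite genes, since 37.2% and 1.84% compare cells at equal depth. For the other genes, fewer UMIs per cell stay open as a reason for the separation from cluster 1. The median was 728 in the 70 cells, 825 in the rest of cluster 1 and 727 over all kept cells. Muscle satellite cells among the sorted cells are 1 candidate explanation, a hypothesis found and tested on the same cells, and the cluster was left unnamed. Induction of the early genes during digestion, and how these cells entered the sort, were not tested. The paper cites its earlier work, in which αSMA labeled some of the satellite cells of muscle. Of the kept cells, 21.0% at 2 days, 8.99% at 6 weeks and 11.3% at 13 weeks fell in this cluster, and a change with chase time stays open.

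Cluster 3 held UMIs of endothelial genes, which the paper does not discuss for these cells. Of the 11 endothelial genes besides Fabp4 and Cd36, at least 1 had a UMI in 59.3% (49.4 to 68.6) of its cells and in 51.0% at 300 UMIs. In clusters 1 and 2 the shares were 10.3% and 8.62%, and 4.32% and 4.07% at 300 UMIs. The whole set made up 2.39, 1.65, 166, 4.28 and 0.638 of 10000 UMIs in clusters 1 to 5. Separate endothelial cells that lack Rgs5, beside perivascular cells, were argued against, by this 1 gene only. Of the 43 kept cells with 3 or more endothelial UMIs, 86.0% also held Rgs5, compared with 7.07% of clusters 1 and 2. At 300 UMIs these shares were 62.8% and 4.48%. Over all of cluster 3, which Rgs5 helps to define, the share was 85.2%, and 69.6% at 300 UMIs. Endothelial cells that hold Rgs5 themselves are not excluded by this test. An earlier test, whether cells with a perivascular UMI held endothelial UMIs less often, gave a difference of -4.55 percentage points (-28.5 to 20.5) and decided nothing. Wells with 2 cells, 1 of each type, cannot be told apart from single cells with both sets of transcripts. Cells with both sets had 1.30 times the median UMI number of cells with 1 set (695.5 compared with 534), and Scrublet marked 9 cells of cluster 3 out of 12 in all. The share with both sets was 56.5%, and 54.9% without the 5% of cells with the most UMIs. Perivascular cells that carry endothelial transcripts, and a change with chase time, stay open as untested. In cluster 3 the set of 11 endothelial genes rose from 27.9 per 10000 UMIs at 2 days to 37.8 at 6 weeks and 49.8 at 13 weeks, while the perivascular set without Acta2, Tagln, Myh11 and Myl9 was at 126, 92.4 and 92.3.

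A cluster of 10 cells, cluster 5, was led by Bglap2 (AUROC 0.967), Col12a1 (0.948), Tnn (0.938), Postn (0.938) and Col5a2 (0.933) and has no counterpart in the paper. It held 5 cells at 2 days, 5 at 6 weeks and 0 of 133 at 13 weeks, which allows up to 2.26% there by counting error. The osteoblast set made up 302 of 10000 UMIs in these cells, compared with 79.5, 117, 42.2 and 85.7 in clusters 1 to 4. Without Bglap and Bglap2 the set was at 261 per 10000 in the 10 cells together, and no other cluster was above 111. Wells with 2 cells of clusters 1 to 4 cannot be told apart from single cells by this level, because the lowest of the 10 cells was at 115 and 15 of the 493 cells of clusters 1 to 4 reached the median of the 10 cells, 252. Osteoblast RNA spread over the plate stays open. At 2 days the level was 277 in these cells and 61.4 in the other cells. Because clustering on the same UMIs picked these cells out, a level above the rest can arise by construction. Wells that hold an osteoblast with another cell cannot be told apart from single cells, because the cells had 1.84 times the median UMI number of all kept cells, while Scrublet marked 0 of the 10. The cells were left unnamed. As a separate cluster they depended on the settings. A matching cluster of 10 to 12 cells appeared with 8 of 10 other seeds and in 4 of 24 other alternatives (all detected genes, 30 neighbors, the default resolution and centering within plates), and elsewhere the cells were part of larger clusters. The strain differed at 13 weeks, so that strain and chase time are confounded in the missing cells, and a labeled osteoblast lineage cell is 1 candidate explanation among these.

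At 6 weeks, 98.4% of cells held a UMI of Col1a1, compared with 69.6% at 2 days and 55.6% at 13 weeks, a gene the paper does not discuss in these cells. At 300 UMIs the shares were 89.6%, 54.9% and 36.5%. Every 6-week cell held UMIs of Col1a2 and Sparc, the latter chosen after its values were seen. More UMIs per cell at 6 weeks were argued against, since at 300 UMIs a Bglap UMI was found in 30.8% of 6-week cells and 3.99% of cells of the mixed plate. Osteoblast RNA shared between the wells of the 6-week plate stays open. In clusters 3 and 4, at 300 UMIs, 83.7% of 6-week cells held Col1a1, compared with 17.9% on the mixed plate, and in clusters 1 and 2 the shares were 91.4% and 54.6%. For Bglap the 6-week shares were 30.6% in clusters 3 and 4 and 30.5% in clusters 1 and 2, compared with 2.99% and 3.93% on the mixed plate. Because all assigned cells of the 6-week plate are 6-week cells, RNA shared between wells and a change in the cells were not told apart. The 168 wells of the plate without a time point were not looked at.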

How the results depend on the processing

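The minimum of 200 genes counted on reads, the 3 clusters, leaving out Gm26924, mt-Rnr1 and mt-Rnr2, thinning before clustering, counting cluster 5 in cluster 1 and leaving out the cluster with Pax7 were chosen only after the result was seen, as was the choice of 5 clusters over 3.

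The direction of change between 2 days and 13 weeks was kept in all settings for clusters 1 and 3. The share of cluster 3 rose by between 11.2 and 18.0 percentage points, and its interval excluded 0 in 25 of 27 settings, the exceptions being 2000 variable genes and thinning before clustering. The share of cluster 1 changed by between -20.4 and -8.86 points, and its interval included 0 with all detected genes, unit variance, 30 neighbors, centering within plates and the cluster with Pax7 left out. The interval of cluster 2 included 0 in all 27 settings. No change whose interval excluded 0 took the other sign. The change of cluster 2 was above 0 in 12 of 27 settings and lay between -6.54 and 4.08 points. The levels of Acta1 (0.06 on the log2 scale, and between -0.86 and 1.80 under the alternatives) and Pdgfrb (0.35, between -0.07 and 0.55) also took both signs. Of 333 cluster shares and changes under an alternative, 258 stayed within the counting interval of the value given and 75 moved. The same count was 57 of 103 for the cells of cluster 4, 61 of 94 for the number of genes over the AUROC threshold (within 1.5 times), 24 of 26 for the number of clusters, 376 of 456 for shares of cells with a UMI, 76 of 87 for levels, and 961 of 1100 for the side of the threshold of a gene's AUROC. All 9 numbers of cells passing the gene minimum and all 9 medians of depth stayed close. No paired analysis was possible because each time point is 1 pool of mice.

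Those cluster shares, numbers of clusters, cells of cluster 4 and numbers of genes over the AUROC threshold that moved are given by setting, with shares in % of the cells of clusters 1 to 3, and the cause was not tested except where stated. Of the shares of cells with a UMI, the levels and the AUROC of single genes, which moved as well, most are given only as the counts above. With a minimum of 300 genes, cluster 1 made up 60.0% at 2 days and 47.9% at 6 weeks and cluster 2 27.6% and 28.8%, 0 cells matched cluster 4, and 2 genes passed in cluster 1 and 15 in cluster 3. On read counts, the shares at 2 days, 6 weeks and 13 weeks were 75.1%, 72.6% and 62.8% for cluster 1, 16.8%, 14.5% and 16.8% for cluster 2 and 8.11%, 12.9% and 20.4% for cluster 3. Cluster 4 then held 12 cells at 13 weeks, and 0, 18 and 34 genes passed in clusters 1, 3 and 4. With cells scaled to the median UMI number, cluster 1 made up 62.4%, 55.0% and 48.1% and cluster 2 22.7%, 22.8% and 23.3%, 0 cells matched cluster 4 and 1 gene passed in cluster 1. With all detected genes, 0 cells matched cluster 4 and 1 gene passed in cluster 1.

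With 500 variable genes, cluster 1 made up 67.8%, 59.8% and 50.4% and cluster 2 21.1%, 19.6% and 20.5%, and 2 and 9 genes passed in clusters 1 and 2. With 2000 variable genes, cluster 1 made up 31.1% at 2 days and 18.1% at 13 weeks, cluster 2 28.9% at 2 days, and cluster 3 40.0%, 34.6% and 51.2% at the 3 times, with 14 and 2 genes in clusters 1 and 3. With genes scaled to unit variance, cluster 2 made up 44.2% at 2 days and cluster 1 47.1% at 6 weeks, 0 cells matched cluster 4 and 0 genes passed in cluster 1. With 30 neighbors, or with values centered within each plate, 0 cells matched cluster 4 and 2 genes passed in cluster 1. The default resolution gave 8 clusters, as a higher resolution divides clusters by construction. With variable genes chosen within each plate, cluster 1 made up 28.3%, 27.9% and 15.0% and cluster 3 38.9%, 38.5% and 51.2%, with 15 genes in cluster 1 and 1 in cluster 3. Without the 6-week plate, and in the lowest of seeds 1 to 10, 0 cells matched cluster 4 and 1 gene passed in cluster 1.

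Without the cells marked by Scrublet, cluster 1 made up 58.0% at 2 days. Without cells over 15% mitochondrial UMIs, 2 genes passed in cluster 1 and 11 in cluster 3. With the genes of Figure 3—source data 1 left out of clustering, cluster 1 made up 76.2%, 48.7% and 58.6%, cluster 2 15.5% at 2 days and 19.5% at 13 weeks, and cluster 3 8.29%, 13.8% and 21.8%. No cells matched cluster 4 (0), and 0, 5 and 15 genes passed in clusters 1 to 3. With UMIs split into 2 parts, cluster 1 made up 65.7%, 56.1% and 50.4%, cluster 2 26.0% and 27.0% at 2 days and 6 weeks, and cluster 3 8.29%, 16.9% and 21.8%, with 0 cells in cluster 4 and 0 and 4 genes in clusters 1 and 3. Fewer UMIs per cell are part of that construction.

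Among the alternatives chosen after seeing the data, the minimum of 200 genes counted on reads gave cluster 1 74.1%, 56.7% and 53.6% and cluster 2 14.1%, 19.8% and 16.7%, with 11 cells of cluster 4 at 13 weeks and 1 gene in cluster 1. With 3 clusters, which hold no cluster 4 by construction (0 cells), 1 gene passed in cluster 1. The shares of the 3 clusters at 2 days, 6 weeks and 13 weeks were then 50.3%, 43.9% and 36.8% for cluster 1, 35.4%, 34.4% and 33.8% for cluster 2 and 14.4%, 21.7% and 29.3% for cluster 3. Leaving out Gm26924, mt-Rnr1 and mt-Rnr2 gave cluster 1 57.2%, 50.8% and 43.3% and cluster 3 9.44% and 16.2% at 2 days and 6 weeks, with 1 and 14 genes in clusters 1 and 3. Thinning to 300 UMIs before clustering gave cluster 1 29.9%, 28.9% and 14.6% and cluster 3 37.4%, 34.1% and 48.8%, with 3 cells of cluster 4 at 13 weeks and 2, 10, 1 and 36 genes in clusters 1 to 4. Without the cluster with Pax7, cluster 1 made up 34.3% and cluster 2 46.7% at 2 days, since most of the cells left out came from cluster 1. With the cell_ranger flavor, 20 components, 10 neighbors, the highest of the seeds, the deepest 5% of cells left out or cluster 5 counted in cluster 1, none of these values moved.

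Both small clusters depended on the settings. Besides the seeds, cluster 4 had a match in 14 of 24 alternatives and cluster 5 in 4, and 7 had neither. Each had a match with 8 of the 10 seeds, and both were missing with 2. Of the 5 resolutions that gave 5 clusters, 2 had a match of cluster 4 and all 5 had a match of cluster 5.

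Depth limits what can be said of single genes. In simulated cells at these depths, with the group known, 8% of genes raised 2-fold passed the AUROC threshold. These were among the more abundant genes, so that markers with small differences are missed. Of the levels between 2 days and 13 weeks, Angptl7 changed by -1.28 on the log2 scale with cells weighted equally and Hbb-bt by 1.05, less than in the pooled UMIs. Gsn, the paper's marker of cluster 1, passed in 20 of 26 alternatives. Rgs5 in cluster 3 and Col1a2 and Thbs4 in cluster 2 passed in all 26.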

Differences from the paper's values

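The minimum of 200 genes counted on reads, the 3 clusters, leaving out Gm26924, mt-Rnr1 and mt-Rnr2 and thinning before clustering were chosen only after the result was seen, and all other alternatives here were set before the data were examined. Of the paper's cell numbers, medians, cluster numbers and shares in Fig. 3C, all lie within 1.5 times the values given here apart from those below.

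The number of clusters was 5, while the paper reports 4, a difference within 1.5 times. The default resolution gave 8, and the highest of the seeds and the minimum of 200 genes counted on reads gave 5. The 3 clusters were fixed by that setting, and every other alternative gave 4.

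Cluster 4 held 17 cells, while the paper reports 26. On read counts in place of UMI counts, it held 24, within 1.5 times the paper's value. The minimum of 200 genes counted on reads, chosen after seeing the values, gave 22, and under it 30 of the paper's 33 marker genes of cluster 4 passed the AUROC threshold. Under every other alternative set before the data were examined, the cluster held 17 cells or had no match (0), and the value differed from the paper's. On read counts, cluster 1 made up 75.1% of clusters 1 to 3 at 2 days, compared with about 56% in Fig. 3C, read by eye, and 48.0% on UMI counts.

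In cluster 4, 55 genes passed an AUROC of 0.7, while the paper lists 33. Read counts gave 34, the only alternative set before the data were examined that came within 1.5 times. The minimum counted on reads gave 41 and thinning before clustering 36, both chosen after seeing the values, and 30 and 26 of the paper's 33 genes passed under them. The other settings with a cluster 4 gave 53 or 55. Of the paper's 33 genes, 31 passed here, with a median absolute difference in AUROC of 0.0422, and on read counts 32 passed, with a median absolute difference of 0.0138.

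BC037032 had an AUROC of 0.481 in cluster 4 and no UMI in its cells, while the paper's value is 0.733. Read counts gave 0.714. Thinning before clustering, chosen after seeing the values, gave 0.493, which lies within 1.5 times the paper's value but does not pass the threshold, and it left 26 of the paper's 33 genes over the threshold. All other settings with a cluster 4 gave between 0.481 and 0.484 and differed.

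In cluster 1, 4 genes passed, while the paper reports 1. Scaling to the median UMI number, all detected genes, leaving out the 6-week plate and the lowest of the seeds gave 1. The minimum counted on reads, the 3 clusters and leaving out Gm26924, mt-Rnr1 and mt-Rnr2, all chosen after seeing the values, also gave 1, with 43 of 51, 17 of 18 and 47 of 51 of the paper's marker genes passing in their clusters. The paper's gene, Gsn, was below the threshold with the minimum counted on reads (0.697) and with Gm26924, mt-Rnr1 and mt-Rnr2 left out (0.6999), so that the gene that passed there was another. Gsn was over the threshold with the 3 clusters, scaling to the median UMI number, all detected genes, without the 6-week plate and with each of the seeds. The value differed with a minimum of 300 genes (2), read counts (0), 500 (2) or 2000 (14) variable genes, the cell_ranger flavor (3), unit variance (0), 20 components (5), 10 (3) or 30 (2) neighbors and the default resolution (3). It also differed with variable genes chosen within plates (15), centering within plates (2), the highest of the seeds (4), Scrublet doublets left out (4), the deepest 5% of cells left out (3), cells over 15% mitochondrial UMIs left out (2), the genes of Figure 3—source data 1 left out (0) and UMIs split into 2 parts (0).

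Thsd7b and Col11a1 pass the threshold in the paper and did not pass here. Thsd7b had an AUROC of 0.518 in cluster 4, compared with the paper's 0.775. On read counts it was 0.759, and in all other settings it stayed under the threshold. Col11a1 had an AUROC of 0.685 in cluster 2, compared with the paper's 0.718. It passed with a minimum of 300 genes (0.727), read counts (0.721), scaling to the median UMI number (0.722), 2000 variable genes (0.707), the cell_ranger flavor (0.702), 20 components (0.709), variable genes chosen within plates (0.708) and without the 6-week plate (0.736). It also passed with the minimum counted on reads (0.709) and with Gm26924, mt-Rnr1 and mt-Rnr2 left out (0.7003), both chosen after seeing the values.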

Other observations

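In this part, the tests of nuclei, depth, the genes that define the clusters and plate differences in ribosomal RNA were set before their results were seen. The test of muscle RNA was set before as well, but the criterion that decides it was chosen only after the result was seen. The tests of fibre pieces, of the plates for cluster 3, and of the cluster with Pax7 were chosen only after the result was seen.

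The rise of cluster 3 from 2 days to 13 weeks was 16.1 percentage points between cells of the same plate, which argues against a difference between the 2 plates. With the genes of Figure 3—source data 1 left out of clustering it was 13.5 points, with an interval above 0, which argues against a change in the levels of those genes as the whole of it. Depth stays open, because with every cell thinned to 300 UMIs before clustering the rise was 11.4 points (-0.470 to 23.1). Strain, age, age at tamoxifen and chase time differ together at 13 weeks, and any of them stays open. The fall of cluster 1 was -9.31 points (-20.8 to 2.71) without the cluster with Pax7, so that a fall of those cells alone cannot be told apart from a fall of the remaining cells.

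The muscle set had UMIs outside cluster 4, in 21.6%, 16.9% and 9.80% of the cells of clusters 1 to 3 at 300 UMIs. Free RNA of muscle fibres at a like level in all wells stays open. Clusters 1 and 3, the highest and the lowest, differed by 11.8 points (2.41 to 20.1), but this pair was chosen as the extremes, and the intervals of their shares (15.9 to 28.3 and 4.80 to 17.3) and of their pooled levels overlapped. No biological explanation was tested. Cluster 4 itself held few mitochondrial UMIs, 201 per 10000 compared with 572 in clusters 1 to 3. Nuclei without cytoplasm were argued against, since the nuclear transcripts Malat1 and Neat1 were at 89.9 per 10000 in cluster 4 and 168 in clusters 1 to 3. Pieces of muscle fibre without a nucleus stay open, since that level was 0.535 times the level of clusters 1 to 3 and muscle transcripts take up part of the UMIs.

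Between 2 days and 13 weeks, 333 genes had enough UMIs in clusters 1 to 3 to be ranked. The lowest ratios were those of Bglap2 (7.08 to 0.175 per 10000, log2 change -5.34), Bglap (15.3 to 0.701, -4.45), Angptl7 (10.6 to 2.01, -2.40), Igf1 (5.77 to 1.31, -2.14) and 1500015O10Rik (5.90 to 2.01, -1.55). The highest were those of Fabp4 (10.2 to 40.98, 2.01), Hbb-bt (2.48 to 9.46, 1.93), Cd36 (1.99 to 7.44, 1.91), Acta2 (2.73 to 9.11, 1.74) and Neat1 (5.40 to 16.5, 1.61). These levels pool clusters 1 to 3, in which cluster 3 made up 15.4% of cells at 2 days and 31.5% at 13 weeks. Fabp4 and Cd36 are markers of cluster 3. Acta2 was at 16.1 per 10000 UMIs in cluster 3, compared with 2.17 and 2.05 in clusters 1 and 2. For Fabp4, Cd36 and Acta2 the ratios do not separate a change within cells from the change in shares. Under the alternatives the log2 change of Acta2 lay between 1.01 and 1.67. A single 2-day cell of cluster 1 held 341 UMIs of Bglap and Bglap2, 18.6% of its 1836 UMIs and 90.0% of the 2-day total in all kept cells, and the next cell held 20. Without it, Bglap went from 1.00 to 0.701 (-0.52) and Bglap2 from 0.188 to 0.175 (-0.11). Of the 1227 hemoglobin UMIs, 446, 438 and 273 lay in 3 cells, 1 at each time point, while 13.3% of all cells held at least 1. Without these cells Hbb-bt went from 0.312 to 0.621 per 10000 (0.99). Both patterns rest on single cells.

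UMIs assigned to Gm26924, mt-Rnr1 and mt-Rnr2, genes chosen after their values were seen, made up 1082 of 10000 at 2 days, 704 at 6 weeks and 1485 at 13 weeks. A difference between plates as the whole of this pattern was argued against, since 13 weeks lay 403 per 10000 above 2 days on the same plate, while 2 days lay 378 above 6 weeks. No biological explanation was tested. Xist was found in 48.1% of cells and 4 Y-linked genes (Ddx3y, Eif2s3y, Uty and Kdm5d) had 2 UMIs in all, in cells from female mice. These genes were also chosen after their values were seen.

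Before thinning, Kdr was detected in 20.4%, Mcam in 12.0%, Eng in 14.8%, Nes in 9.26% and Cd200 in 33.3% of cluster 3 cells, and at 300 UMIs in 2.94%, 4.90%, 5.88%, 3.92% and 21.6%. Prrx1 was detected in 27.8%, 25.3% and 13.0% of the cells of clusters 1 to 3, Postn in 11.9%, 44.8% and 16.7%, and Ctsk in 13.9%, 22.99% and 4.63%. At 300 UMIs these shares were 10.3%, 12.2% and 6.86% for Prrx1, with overlapping intervals, 7.03%, 29.1% and 6.86% for Postn, and 5.41%, 9.30% and 2.94% for Ctsk. At 300 UMIs, Gli1 and Grem1 were found in 0 cells of clusters 1 to 3, which is not a sign of absence at this depth. Over all cells, a UMI of the immune set was found in 9.15% and of the Schwann cell set in 1.19%.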
